# Adrenergic stress constrains the development of anti-tumor immunity and abscopal responses following local radiation

**DOI:** 10.1038/s41467-020-15676-0

**Published:** 2020-04-14

**Authors:** Minhui Chen, Guanxi Qiao, Bonnie L. Hylander, Hemn Mohammadpour, Xiang-Yang Wang, John R. Subjeck, Anurag K. Singh, Elizabeth A. Repasky

**Keywords:** Oncology, Cancer, Cancer therapy, Radiotherapy

## Abstract

The abscopal effect following ionizing radiation therapy (RT) is considered to be a rare event. This effect does occur more frequently when combined with other therapies, including immunotherapy. Here we demonstrate that the frequency of abscopal events following RT alone is highly dependent upon the degree of adrenergic stress in the tumor-bearing host. Using a combination of physiologic, pharmacologic and genetic strategies, we observe improvements in the control of both irradiated and non-irradiated distant tumors, including metastatic tumors, when adrenergic stress or signaling through β-adrenergic receptor is reduced. Further, we observe cellular and molecular evidence of improved, antigen-specific, anti-tumor immune responses which also depend upon T cell egress from draining lymph nodes. These data suggest that blockade of β2 adrenergic stress signaling could be a useful, safe, and feasible strategy to improve efficacy in cancer patients undergoing radiation therapy.

## Abstract (web summary)

Abscopal responses in patients and preclinical models following radiation therapy are rare. Here the authors show that, in murine tumor models, reducing adrenergic stress or β2-adrenergic receptor signalling not only improves control of the irradiated tumor but significantly increases abscopal events.

## Introduction

Radiotherapy is one of the most common treatments for cancer. While its primary mechanism of action is thought to be direct damage to tumor cells in the field of irradiation^1^, it has been reported occasionally that some patients treated with local ionizing radiation therapy (RT), experience a regression of distant, non-irradiated tumor(s)^2^. This intriguing phenomenon, referred to as the “abscopal effect”^3,4^, is now thought to be due to the ability of RT to stimulate a systemic anti-tumor immune responses^5–8^. Indeed, as early as the 1970s, investigators conducting research on the efficacy of RT in mouse tumor models observed reduced efficacy in immunodeficient nude mice compared to immunocompetent mice^9^ pointing to a role for the adaptive immune response in the efficacy of RT. However, even in immunocompetent mice, it is clear that the abscopal response is disappointingly rare and unpredictable unless radiation is combined with immunotherapy^10–18^ or other therapies^19,20^. A more complete understanding of the interaction of RT and the immune response in pre-clinical models could reveal new strategies to increase the frequency of abscopal effects in the clinic, resulting in improved patient outcomes^21^.

Relative to this problem, during pre-clinical research using murine models of cancer and graft versus host disease, our lab has clearly demonstrated that Institutional Animal Care and Use Committee (IACUC)—mandated mild cool housing temperature for laboratory mice (typically ~22–23 °C) is sufficient to cause chronic adrenergic stress^22^ with activation of sympathetic nerves resulting in norepinephrine release needed for adaptive thermogenesis^23–25^. That this has a direct impact on the outcomes of studies involving a variety of disease models, including studies involving immune responses has been shown by comparing outcomes in mice housed under standard vs. thermoneutral temperatures^24–27^. Furthermore, our lab discovered that this chronic stress suppresses baseline anti-tumor immunity and accelerates tumor growth and metastasis^28,29^, while it also suppresses graft versus host disease following allogeneic hematopoietic stem cell transplantation^30,31^. When tumor-bearing mice are housed at their thermoneutral temperature (~30 °C), chronic adrenergic stress and norepinephrine production are significantly lowered, CD8^+^ T cell-dependent responses are significantly improved, while numbers and activities of immunosuppressive cells are reduced^29,32,33^. Alternatively, when β2- adrenergic receptor (AR) knockout (KO) mice were used, or if wildtype (WT) mice housed at 22 °C were given the pan-β-AR blocker propranolol, we observed a similar improvement in tumor growth control and increased CD8^+^ T cell infiltration was seen in mice housed at 30 °C^22,29,34^, suggesting that cool housing-induced adrenergic stress exerts its negative effects on the anti-tumor immune system through activation of β-ARs on immune cells.

We, and others, have also shown that adrenergic signaling directly increases tumor cell resistance to killing by chemotherapy and targeted therapies^22,35,36^, and our lab recently showed that standard housing temperature-induced adrenergic stress signaling increases intrinsic tumor cell resistance and constrains the anti-tumor efficacy of ionizing radiation^37^. However, neither we nor others have ever explored the relationship between the frequency of abscopal effects and housing temperature, or the role of host adrenergic stress signaling in general on anti-tumor immunity following RT. Here we use three different tumor models as well as physiological, pharmacological, and genetic strategies that reduce or block β2-adrenergic signaling to examine the impact of adrenergic stress signaling on the frequency of the radiation-induced abscopal effect. Our data reveal a surprising dependency of the overall efficacy of RT (against both irradiated and non-irradiated, distant tumors) on baseline chronic adrenergic stress due to housing temperature, and more specifically, to β2-AR signaling. These data provide a compelling rationale for testing RT in combination with β-blockers and/or other stress reducing strategies in cancer patients undergoing RT.

## Results

### Adrenergic stress blunts efficacy of RT and abscopal effects

We previously reported that the standard cool housing temperature mandated for laboratory mice accelerates tumor growth and metastasis and suppresses anti-tumor immunity by subjecting mice to chronic adrenergic stress^28,29^. Here, we investigated the effect of adrenergic stress on the efficacy of local RT in three different tumor types (CT26.CL25 colon tumors in BALB/cAnNcr (BALB/c) mice and B16 melanoma in C57BL/6NCr (C57BL/6) mice, and 4T1 mammary tumors in BALB/c mice—a clinically relevant metastatic model). We also used three different strategies for manipulating adrenergic stress: physiological, pharmacological, and genetic. We began by testing whether the efficacy of ionizing radiation and, specifically, the abscopal effect^5,8,38^, is influenced by the physiological stress induced by housing mice at the standard (IACUC-mandated) housing temperature. As shown in Fig. 1a, we maintained mice at either 22 °C (the standard housing temperature, ST) used at Roswell Park or acclimated them to 30 °C (the thermoneutral temperature, TT, for laboratory mice which alleviates cold stress and results in reduced levels of norepinephrine (NE)) for at least 3 weeks. We then implanted either CT26.CL25 colon tumor cells (hereafter referred to as CT26) or B16 melanoma cells in both hind limbs. When the tumors became palpable, one tumor in each mouse was exposed to local RT (6 Gy for CT26, 20 Gy for B16). We selected these radiation doses for this study as they produce a reproducible slowing of tumor growth but are suboptimal for each tumor type and do not result in complete tumor control nor in abscopal effects. As we have shown previously, tumors in mice housed at ST grew significantly faster than those housed at TT (which reduces adrenergic stress). Indeed, the tumor growth inhibition seen by simply housing mice at TT was similar to that achieved by treatment of mice at ST with radiation; the effect of radiation was further enhanced when mice were housed at TT (CT26, Fig. 1a left; B16, Supplementary Fig. 1a left). By comparison, in mice housed at ST, RT had no effect on the contralateral, non-irradiated tumor, while there was a reduced growth rate in those tumors in all of the mice housed at TT mice, i.e., an abscopal effect was generated (CT26, Fig. 1a right and Supplementary Fig. 1c left; B16, Supplementary Fig. 1a right and b). That this abscopal effect is mediated by immune activity is supported by the presence of an increased number of intratumoral CD8^+^ T cells, especially CD8^+^ effector/memory T cells (Supplementary Fig. 1c middle and right) in the contralateral, non-irradiated tumors of mice housed at TT.

**Fig. 1:**
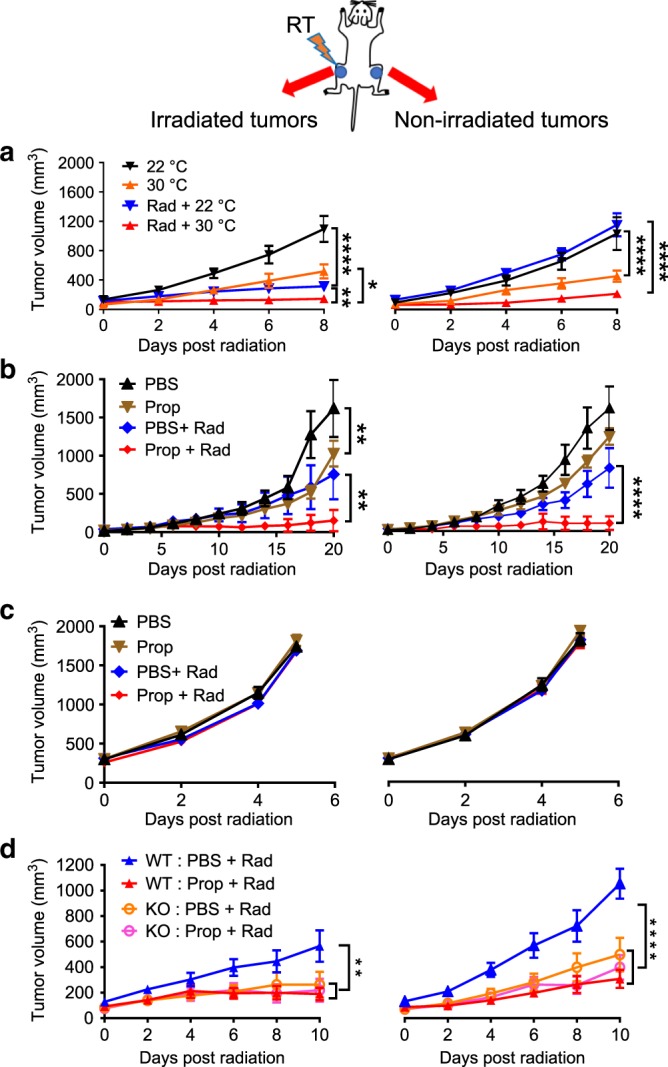
Reduction in β2-adrenergic signaling enhances the abscopal effect in a CT26 colon carcinoma model. BALB/c mice were implanted with CT26 tumors bilaterally; one tumor was irradiated. Tumor growth is shown for irradiated tumors (left) and non-irradiated tumors (right). **a** In mice housed at 22 °C (ST) or 30 °C (TT); **b** and **c** Comparison of tumor growth in BALB/c **b** or SCID mice **c**, which received no treatment, propranolol alone, radiation alone, or the combination; **d** Comparison of tumor growth in WT or β2-AR KO mice which received no treatment, propranolol alone, radiation alone, or the combination. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ****P < 0.0001 (two-way ANOVA analysis). For **a**, *n* = 9 biologically independent mice in 22 °C, 30 °C and Rad + 30 °C groups, *n* = 7 biologically independent mice in Rad + 22 °C group; for **b**, *n* = 6 biologically independent mice in PBS, Prop, and PBS + Rad groups, *n* = 5 biologically independent mice in Prop + Rad group; for **c**, *n* = 10 biologically independent mice in all groups; for **d**, *n* = 6 biologically independent mice in WT PBS + Rad and KO PBS + Rad groups, *n* = 7 biologically independent mice in WT Prop + Rad group, *n* = 8 biologically independent mice in KO Prop + Rad group.

Since we know that housing at 22 °C increases adrenergic stress, we next used a pharmacological strategy, treatment of mice with the β-AR antagonist propranolol (Prop), to test the role of β-ARs in response to radiation. This experiment had four groups of mice at 22 °C: (1) phosphate-buffered saline (PBS) alone, (2) Prop alone, (3) PBS + RT, and (4) Prop + RT. We found that compared to PBS and RT alone, Prop plus RT slowed tumor growth of both the irradiated and contralateral, non-irradiated tumors (Fig. 1b), indicating that a blockade of adrenergic signaling greatly improves efficacy of RT in mice housed at ST. We repeated this experiment with SCID (C.B. Igh-1b Icr Tac Prkdc scid) mice, which are characterized by an absence of functional T and B cells, and neither radiation nor Prop had any effect on tumor growth of the irradiated tumor or the contralateral, non-irradiated tumor (Fig. 1c), indicating that the overall effect of this dose of radiation on both the primary and contralateral tumor depends upon an intact immune system.

To further dissect the role of β-adrenergic signaling in the efficacy of RT, we utilized a genetic strategy with β2-AR KO mice and found that the growth of CT26 irradiated and contralateral non-irradiated tumors β2-AR KO mice with or without Prop, was similar to that seen in irradiated WT mice given Prop (Fig. 1d), suggesting that the improved efficacy and abscopal effect is dependent on β2-ARs. Taken together, these data support the idea that adrenergic signaling is a critical pathway by which the efficacy of RT against both irradiated and non-irradiated distant tumors is regulated.

### Impact of reducing β-AR signaling depends on CD8^+^ T cells

Data obtained from SCID mice (Fig. 1c) strongly suggest that the anti-tumor immune response is a major target of reducing or blocking adrenergic signaling in combination with RT. Supporting this assumption, depletion of CD8^+^ T cells in BALB/c mice treated with radiation and Prop greatly reduced the improved efficacy seen against both irradiated and distant non-irradiated tumors (Fig. 2a). Moreover, CD8^+^ T cell depletion also eliminated the improved tumor control seen in irradiated β2-AR KO mice (Fig. 2b). These data suggest that CD8^+^ T cells are critical for the improved abscopal effect seen by blocking/absence of β2-adrenergic signaling. This critical role for CD8^+^ T cells also suggested that the effects we observed are tumor antigen-specific. To test this assumption, BALB/c mice cured by Prop and radiation (with both irradiated and distant tumors having disappeared for at least 2 months) were rechallenged with either the same tumor used earlier in these mice, CT26 or a different tumor, 4T1. Figure 2c showed that compared to naïve mice, the tumor growth of local and distant CT26 tumor rechallenge was inhibited in all previously cured mice (Fig. 2c, left). When mice previously cured of CT26 tumor were subsequently rechallenged with 4T1 cells, growth of 4T1 tumor was not inhibited (Fig. 2c, right), indicating that the growth inhibition was tumor-specific.

**Fig. 2:**
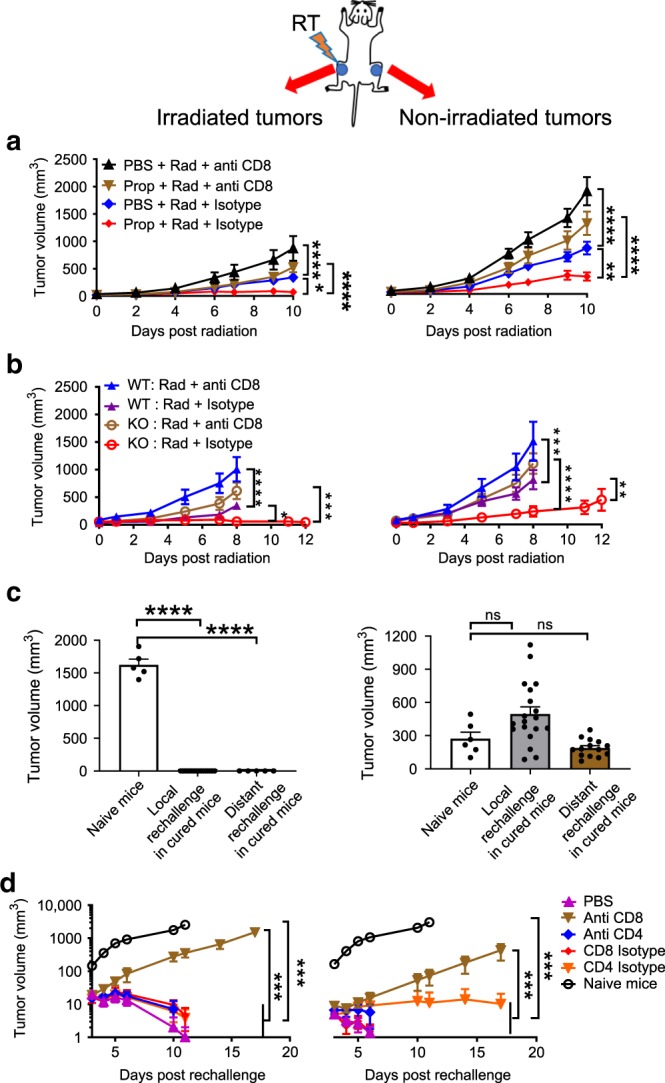
CD8^+^ T cells are crucial for the improved abscopal effect achieved by blocking/absence of β2-adrenergic signaling in CT26 colon carcinoma model. **a** and **b** Growth of irradiated (left) and non-irradiated (right) tumors in irradiated WT mice treated with or without propranolol **a** and irradiated WT mice and β2-AR KO mice **b**, which were depleted of CD8^+^ T cells. **c** The tumor growth of local and distant rechallenges with CT26 (left) and 4T1 (right) in mice cured by radiation plus propranolol compared with naïve mice. **d** The tumor growth (a log scale) of local (left) and distant (right) rechallenges with CT26 in mice cured by radiation and propranolol depleted of CD8^+^ or CD4^+^ T cells. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns = not significant (two-way ANOVA analysis for **a**, **b**, **d**; one-way ANOVA analysis for **c**). For **a**, *n* = 10 biologically independent mice in all groups; for **b**, *n* = 9 biologically independent mice in WT Rad + anti-CD8 and WT Rad + isotype groups, *n* = 8 biologically independent mice in KO Rad + anti-CD8 group, *n* = 10 biologically independent mice in KO Rad + isotype group; for CT26 model in **c**, *n* = 5 biologically independent mice in naïve mice group, *n* = 16 biologically independent mice in local rechallenge in cured mice group, *n* = 5 biologically independent mice in distant rechallenge in cured mice group; for 4T1 model in **c**, *n* = 6 biologically independent mice in naïve mice group, *n* = 19 biologically independent mice in local rechallenge in cured mice group, *n* = 14 biologically independent mice in distant rechallenge in cured mice group; for **d**, *n* = 6 biologically independent mice in PBS, anti-CD8, anti-CD4, CD8 isotype, and CD4 isotype groups, *n* = 5 biologically independent mice in naïve mice group.

To investigate which immune cells are primarily responsible for the control of subsequent rechallenges, cured mice were treated with CD8^+^ or CD4^+^ depleting antibody prior to re-injection with CT26 tumor cells. We found that the cured mice depleted of CD8^+^ T cells, but not CD4^+^ T cells, did not reject either local or distant rechallenges (Fig. 2d), indicating that CD8^+^ T cells are the key players for induction of memory responses against local and distant tumor rechallenges. As a result of these experiments, we determined that CD8^+^ T cells are crucial for the improved abscopal effect by blocking/absence of β2-adrenergic signaling and also for inducing memory response in a tumor-specific manner.

### Immune status following RT is dependent upon β2-AR signaling

To explore the underlying cellular events by which reduced β2-adrenergic signaling enhances anti-tumor immunity, we enumerated effector CD8^+^ T cells in tissues isolated from mice in the experiments presented above with flow cytometry. In the distant non-irradiated tumors from irradiated WT mice treated with Prop as well as irradiated β2-AR KO mice treated with or without Prop, interferon gamma^+^ (IFNγ^+^), granzyme B^+^ (GzmB^+^), tumor necrosis factor^+^ (TNFα^+^), and T-box transcription factor^+^ (T-bet^+^) intra-tumoral effector CD8^+^ T cells significantly increased (Fig. 3a–d, Supplementary Fig. 2a), while M2 macrophages decreased (Supplementary Fig. 3). This suggests that blocking of β2-adrenergic signaling enhances T cell-mediated anti-tumor immune responses in distant non-irradiated tumors while reducing the presence of M2 macrophages which are been shown to be immunosuppressive and pro-tumorigenic^39–41^. To assess the production of cytokines, which is an indicator of overall immune status, we measured the levels of IFNγ and TNFα in the serum from the mice treated with β-blocker and radiation as well as the β2-AR KO mice treated with radiation. Figure 3e and f showed that both IFNγ and TNFα levels increased in these mice. We also checked chemokine receptor C-X-C chemokine receptor type 3 (CXCR3) on CD8^+^ T cells in distant non-irradiated tumor and its ligand C-X-C motif chemokine 9 (CXCL9) in serum, which are associated with CD8^+^ T cell egress^42–44^, and found that both CXCR3 and CXCL9 increased in irradiated β2-AR KO mice compared to irradiated WT mice (Fig. 3g and h), supporting the possibility that absence of β2-AR signaling enhances the migration of CD8^+^ T cells by CXCR3/CXCL9 interactions.

**Fig. 3:**
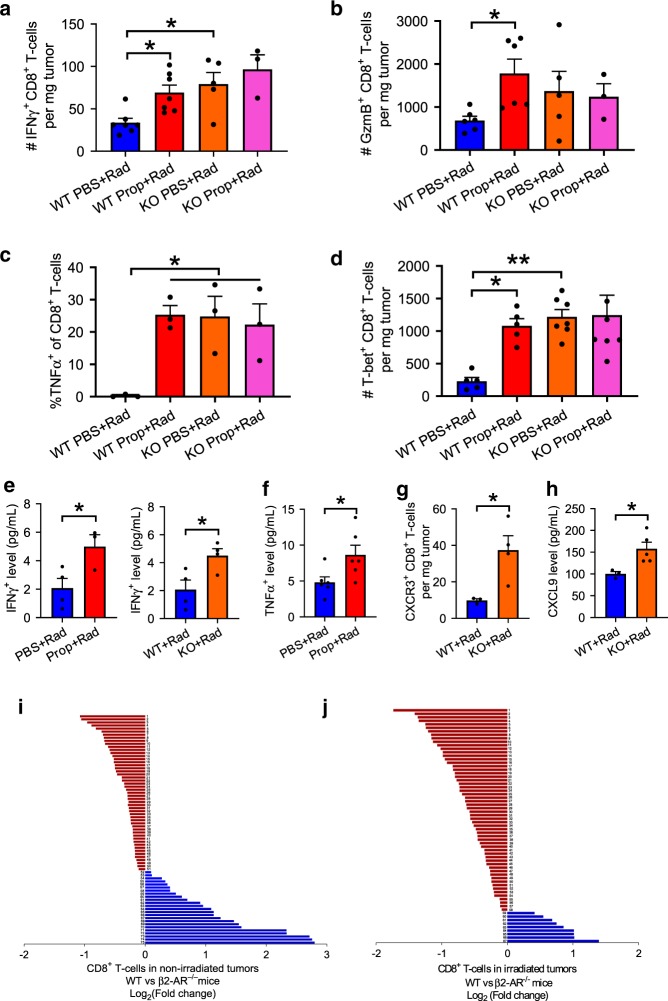
Blocking/absence of β2-adrenergic signaling increases expression of genes involved in enhancing the cell-mediated anti-tumor immune response and T cell egress in non-irradiated CT26 tumors. Immune analyses were performed in non-irradiated tumors of irradiated WT or β2-AR KO mice treated with or without propranolol. Reduction or absence of β2-adrenegic signaling increased the expression of important effector molecules in CD8^+^ T cells including: **a** IFNγ^+^, **b** GzmB^+^, **c** TNFα^+^, and **d** T-bet^+^. The level of IFN-γ was detected in serum of irradiated WT mice treated with or without propranolol (**e**, left panel) or irradiated WT and β2-AR KO mice (**e**, right panel) as well as TNFα in irradiated mice treated with or without propranolol **f**. The expression of CXCR3 in non-irradiated tumors **g** and the level of CXCL9 in serum **h** was detected in irradiated WT or β2-AR KO mice. **i** and **j** Gene profiles with NanoString in CD8^+^ T cells (data are presented as Log_2_ (fold change of WT/KO)) of the non-irradiated tumors **i** and irradiated tumors **j** from WT and β2-AR KO mice which had been given radiation to the contralateral tumors. Detailed information is shown in Supplementary data 1. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01 (one-way ANOVA analysis for **a**–**d**; Student’s *t* test **a**nalysis for **e**–**h**). For **a**, *n* = 7 biologically independent mice in WT PBS + Rad and WT Prop + Rad groups, *n* = 5 in KO PBS + Rad group, *n* = 3 in KO Prop + Rad group; for **b**, *n* = 6 biologically independent mice in WT PBS + Rad and WT Prop + Rad groups, *n* = 5 in KO PBS + Rad group, *n* = 3 in KO Prop + Rad group; for **c**, *n* = 3 biologically independent mice in all groups; for **d**, *n* = 5 biologically independent mice in WT PBS + Rad and WT Prop + Rad groups, *n* = 7 in KO PBS + Rad and KO Prop + Rad groups; for **e**, *n* = 4 biologically ind**e**pendent mice in PBS + Rad, WT + Rad, and KO + Rad groups, *n* = 3 in Prop + Rad group; for **f**, *n* = 6 biologically independent mice in all groups; for **g**, *n* = 3 biologically independent mice in WT + Rad group, *n* = 4 in KO + Rad group; for **h**, *n* = 3 biologically independent mice in WT + Rad group, *n* = 5 in KO + Rad group; for **i** and **j**, *n* = 8 biologically independent mice in WT + Rad and KO + Rad groups.

To further explore the impact of adrenergic signaling on these and other molecules, we compared gene expression in CT26 tumors implanted bi-laterally in both WT mice and β2-AR KO mice, followed by radiation to just one of the tumors in each mouse. 

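CD8+ T cells were sorted from the tumors of WT and β2-AR KO mice that carried a CT26.CL25 tumor on each side, and their RNA was measured with the nCounter Mouse Immunology kit, which counts mRNA molecules through bar-coded probes without amplification. CT26.CL25 is a mouse colon carcinoma line that expresses β-galactosidase as a model tumor antigen. One tumor of each mouse received 6 Gy of 200 kVp X-rays, and the tumors were taken on day 7. The values used here are of 4 samples, 1 each of WT non-irradiated, KO non-irradiated, WT irradiated and KO irradiated tumors. The legend of Fig. 3i and j gives n = 8 mice per group, and whether RNA of several mice was pooled is not given in the sources used here. With 1 sample per condition no difference has a replicate check, so no p-value is given and "higher" or "lower" describes these samples only. The deposited values are log2 counts of 547 immunology genes, multiplied by the authors by 1 factor per sample whose origin is not given in the sources used here. The 14 reference genes and the control probes of the kit were not used here. The deleted gene, Adrb2, is not among the 547 genes, so the genotype was not checked from these values. In each sample the values below 60 counts were whole multiples of 1 number, the worth of 1 count, within 0.02 counts or the rounding of the deposited values. This held for 100% of these values in the first 3 samples and for 98.2% in the KO irradiated sample. The worth of 1 count was 2.5 in the WT non-irradiated, 1.39 in the KO non-irradiated, 1.19 in the WT irradiated and 1.31 in the KO irradiated sample. Division by it gave estimated totals of 732271, 1217561, 1552172 and 1716657 counts in the same order, so the WT non-irradiated sample had the fewest counts. For each tumor the Log2 (WT/KO) of each gene was taken as in Fig. 3, with values below 0 meaning higher in KO. Normalized counts below 20 were set to 20, and genes below 20 in both samples were left out. The 95% intervals given with a ratio are exact conditional binomial intervals of the estimated counts and cover counting error only. Gene lists were described by the median Log2 (WT/KO) of their members and its percentile among 10000 random lists of the same size and expression.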

Shown in Fig. 3i and j is the Log_2_ (fold change of the ratio of WT/KO) from CD8^+^ T cells. 

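In the non-irradiated tumor the genes at least 2-fold apart were mostly higher in WT. Of 544 genes compared, 97 were at least 2-fold higher in WT and 9 were at least 2-fold higher in KO. The genes highest in KO relative to WT included Il1rl1, the receptor for IL-33, at a Log2 (WT/KO) of -1.39 (95% interval -1.56 to -1.22), Ccr7, the lymph node homing receptor, at -1.38, Tnfsf11 at -1.07 and Tcf7, a transcription factor of naive and memory T cells, at -1.06. Among 535 genes compared in the irradiated tumor 26 were at least 2-fold higher in WT and 35 were at least 2-fold higher in KO. Il1rl1 was again the gene highest in KO relative to WT, at -2.27 (95% interval -2.41 to -2.13), followed by the complement protease C1s at -1.92 and the chemokine receptor gene Cxcr3. Natural killer receptor gene Klra5 at 1.75, Tgfbi at 1.66 and the survival gene Bcl2 at 1.62 stood highest in WT. The median Log2 (WT/KO) over all genes compared was 0.14 in the non-irradiated and -0.11 in the irradiated tumor. Across the 506 genes at or above 20 in all 4 samples the ratios of the 2 tumors had a Pearson r of 0.61 and a Spearman rho of 0.57, which is across genes, and genes are not independent replicates. Each mouse carried both tumors, so the 2 ratios may come from the same mice and are no independent check of the genotype. The counts of genes at least 2-fold apart depended on how the samples were scaled to each other. With each sample scaled to its panel median, 60 genes were at least 2-fold higher in WT and 79 in KO in the non-irradiated tumor. For the irradiated tumor the split was 47 higher in WT and 13 in KO after scaling to the panel total, 42 and 18 after scaling to CD8 T cell markers, and 34 and 19 after scaling by the median gene ratio, the last 2 scalings chosen after seeing the data.

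**Figure D1:**
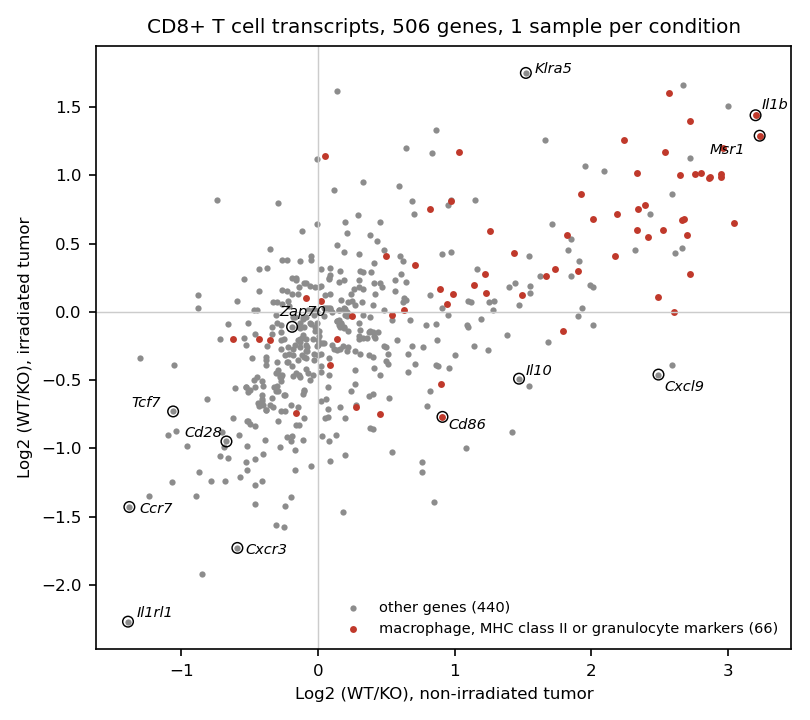
Log2 (WT/KO) of each of 506 genes in CD8+ T cells of the non-irradiated tumor (horizontal axis) and of the irradiated tumor (vertical axis), 1 sample per condition. Markers of macrophages, MHC class II cells and granulocytes, in red, lie mostly on the right, and Il1rl1 lies lowest at -2.27 on the vertical axis.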

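In the non-irradiated tumor Cd28, which encodes a costimulatory receptor of T cells, was at 481.0 normalized counts in KO and 302.3 in WT, 1.59-fold higher in KO (Log2 (WT/KO) -0.67, 95% interval -0.98 to -0.37). Zap70, the kinase that signals from the T cell receptor, was at 3795.3 normalized counts in KO and 3327.0 in WT, 1.14-fold higher in KO (-0.19, 95% interval -0.29 to -0.09), and its ratio was -0.04 after scaling to CD8 T cell markers. Il2, the growth factor gene of T cells, rested on an estimated 31 counts in KO and 15 in WT, and its Log2 (WT/KO) of -0.20 had a 95% interval of -1.19 to 0.74. A difference in Il2 was thus not detectable at this depth. Of the cytokine genes, Il10 was 2.77-fold higher in WT, at 210.8 against 76.1 normalized counts (Log2 (WT/KO) 1.47, 95% interval 0.96 to 1.98). Il6 was at 102.5 normalized counts in WT and 84.4 in KO, and its Log2 (WT/KO) of 0.28 had a 95% interval of -0.33 to 0.87, which includes 0, and was -0.35 after scaling to the panel median. The list of 21 suppressive and innate cytokine genes held 16 genes higher in WT and 5 higher in KO, led by Il1b at 3.20, Il1rn at 2.41 and Il1a at 2.01. Its median was 0.38, at the 65.67th percentile of random lists of the same expression, and -0.11 after scaling to the panel median. Without the 10 of these genes that are in Supplementary data 1 the median was 0.03 (9.70th percentile). That table gives all 10 as higher in WT, so leaving them out lowers the median by construction. Il1b and Il1rn are also in the list of macrophage and monocyte markers, whose median was 2.36 toward WT in the same samples. The cells that carried the cytokine transcripts, Il10 included, therefore cannot be told from these values.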

For the non-irradiated tumor in β2-AR KO mice (Fig. 3i), we noted a significant increase in expression of several genes including *Cd28*, *Il2*, and *Zap70*; genes showing the greatest decrease included genes which can inhibit effector function (including *Il6* and *Il10*). For a complete list of differentially expressed genes, see Supplementary data 1. 

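Of the 106 genes at least 2-fold apart in the non-irradiated tumor, 14 are in Supplementary data 1 and 92 are not, 85 of them higher in WT. The genes highest in WT relative to KO were markers of macrophages and other myeloid cells. Msr1, a scavenger receptor, was at 3350.1 normalized counts in WT and 357.1 in KO (Log2 (WT/KO) 3.23, 95% interval 3.03 to 3.43). Il1b, Clec4e, Ccl12, the adaptor gene Tyrobp, the complement genes C1qb and C1qa, and Fcgr4 followed at 3.20 to 2.87. Of 40 macrophage and monocyte markers 39 were higher in WT, 31 of them at least 2-fold, with a median Log2 (WT/KO) of 2.36, above 100% of the random lists. Of 22 markers of dendritic cells and MHC class II, 19 were higher in WT, with H2-Aa at 2.17 and Cd74 3.73-fold higher in WT, and their median was 0.90, at the 99.83rd percentile, or 0.27 after scaling to the panel median. The 9 granulocyte markers had a median of 0.54 (83.79th percentile), or -0.09 after scaling to the panel median, with S100a8 at 2.57. Natural killer cell markers, 10 genes led by Klra5 at 1.52, had a median of 0.75 (98.62nd percentile), or 0.13 after scaling to the panel median, and a mean at the 86.11th percentile, and 14 B cell and plasma cell markers one of 0.35 (59.96th percentile), or -0.28 after the same scaling. The 11 CD8 T cell markers had a median of -0.13 (27.64th percentile) and 16 markers of CD4 and regulatory T cells one of -0.07 (2.17th percentile), or 0.02 and 0.04 after scaling to CD8 T cell markers, and 17 of tumor, stroma and endothelium one of 0.00 (27.56th percentile). Scaling to CD8 T cell markers brings their own median near 0 by construction. Under the other scalings between samples the macrophage and monocyte median ranged from 1.76 to 2.52. Without the myeloid markers, a set left out after seeing the data, 54 genes were at least 2-fold higher in WT and 9 in KO. That set holds only the listed markers, and other genes of myeloid cells, such as Ccl12 at 3.00, remain among the 54. The 54 are thus not a count free of myeloid transcripts.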

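Cxcr3, the receptor for the interferon-induced chemokines CXCL9 and CXCL10, was at 364.6 normalized counts in KO and 242.2 in WT non-irradiated tumors, 1.51-fold higher in KO (Log2 (WT/KO) -0.59, 95% interval -0.94 to -0.25). Ccr8 was 2.14-fold higher in KO (-1.10), and Cxcr6, a receptor of tissue-resident T cells, 1.21-fold (-0.27). The ligand genes ran the other way. Cxcl9 was at 2019.8 normalized counts in WT and 359.5 in KO (2.49, 95% interval 2.29 to 2.70), Cxcl11 had a Log2 (WT/KO) of 1.83 and Cxcl10 of 1.10. Macrophage and monocyte markers were higher in WT in the same samples, at a median of 2.36, so the cells that carried these ligand transcripts cannot be told from these values. Ifng itself was at 0.14 (95% interval 0.08 to 0.20), and at -0.49 after scaling to the panel median. Of the 25 measured genes of chemokine receptors and migration 15 were higher in KO and 10 in WT, with a median of -0.12 at the 10.60th percentile, which was 0.03 after scaling to CD8 T cell markers.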

Importantly, IFNγ-related genes *Cxcr3* increased in the non-irradiated tumors of β2-AR KO mice, confirming the serum expression data above and supporting the idea that T cell migration from draining lymph node (LN) to tumors is enhanced in the absence or reduction of adrenergic signaling.

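In the irradiated tumor Cd28 was at 1031.1 normalized counts in KO and 533.7 in WT, 1.93-fold higher in KO (Log2 (WT/KO) -0.95, 95% interval -1.12 to -0.78). Cd86, a ligand of CD28 carried by antigen-presenting cells, was 1.71-fold higher in KO (-0.77, 95% interval -0.91 to -0.64). Gzmb, the cytotoxic protease granzyme B, was at 43538.4 normalized counts in KO and 35119.9 in WT (-0.31, 95% interval -0.33 to -0.29), and Cd3d was at 37380.5 and 31216.0 (-0.26, 95% interval -0.28 to -0.24). Il2 was below 20 normalized counts in both samples, at an estimated 13 counts in KO and 14 in WT, so no ratio is given for it. Among genes of migration and adhesion, Sele, encoding E-selectin, was at 121.9 normalized counts in KO and 61.8 in WT (-0.98, 95% interval -1.50 to -0.48). Cxcr6 was 1.66-fold higher in KO (-0.73) and Cd44 1.53-fold (-0.61), while the cytokine gene Csf2 was 1.18-fold higher (-0.24, 95% interval -0.40 to -0.08). After scaling to the panel total Gzmb stood at -0.02, Cd3d at 0.03 and Csf2 at 0.05, so that the difference of Gzmb nearly vanished and those of the other 2 turned direction. Of the 61 genes at least 2-fold apart in this tumor, 16 are in Supplementary data 1 and 45 are not, 23 of them higher in KO. The 40 macrophage and monocyte markers had a median of 0.68 toward WT, with Fcgr2b at 1.40 and Msr1 at 1.29.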

For irradiated tumors of β2-AR KO mice, expression of genes essential for effector function, including *Cd28*, *Cd86*, *Il2*, *Gzmb*, *Cd3d*, and T cell migration, including *Sele*, *Csf2*, *Cxcr6*, *Cd44*, showed increased expression (Fig. 3j and Supplementary data 1). *Cxcr3* and its ligand *Cxcl9* were also seen to be increased in irradiated tumors of β2-AR KO mice. 

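Cxcr3 was at 916.5 normalized counts in KO and 276.3 in WT irradiated tumors, 3.32-fold higher in KO (Log2 (WT/KO) -1.73, 95% interval -1.95 to -1.51). Cxcl9 was at 451.9 normalized counts in KO and 328.6 in WT, 1.38-fold higher in KO (-0.46, 95% interval -0.69 to -0.23). Both stayed below 0 under each scaling between samples, Cxcr3 from -1.76 to -1.44 and Cxcl9 from -0.49 to -0.17. Other genes of the 25 in the list of chemokine receptors and migration that were higher in KO were Ccr7 at -1.43, Cxcr4 at -1.03 and the chemokine gene Ccl5 at -0.99. The list held 16 genes higher in KO and 9 higher in WT, with a median of -0.21 at the 50.26th percentile, which was 0.08 after scaling to the panel total. The paper proposes that less adrenergic signaling lets more T cells migrate from the draining lymph node to the tumor. It draws on the Cxcr3 expression in the non-irradiated tumors, on CXCR3 by flow cytometry and on CXCL9 in serum. It also draws on later experiments with a drug that keeps T cells from leaving lymph nodes, which took away the improved tumor control.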

The significantly changed genes were used as input for Gene Ontology (GO) and pathway analysis. 

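In the non-irradiated tumor most genes of T cell signaling were slightly higher in KO. Of 28 measured genes of T cell receptor signaling and costimulation 23 were higher in KO, none of them 2-fold, with Cd6 at a Log2 (WT/KO) of -0.72 and Cd5 at -0.54 and the adaptor Lcp2 opposite at 0.67. Their median was -0.15 (4.16th percentile) and 0.00 after scaling to CD8 T cell markers. Most of those markers are also in this list, so that scaling draws its median toward 0 by construction. Of 14 JAK-STAT genes 12 were higher in KO, with Stat3 at -0.87 (95% interval -0.90 to -0.84), Stat4 at -0.72 and Stat5a at -0.68, and a median of -0.25 (1.14th percentile). Of 19 NF-kB signaling genes 18 were higher in KO, with the inhibitory adaptor Traf3 at -0.78, Nfkb1 at -0.69 and Nfkb2 at -0.57, and a median of -0.23 (2.10th percentile). The JAK-STAT and NF-kB medians were smallest after scaling to CD8 T cell markers, at -0.09 and -0.08. The lists were written after Supplementary data 1 had been read, so its genes are not independent evidence of direction. That table rests on these same values, and 51 of its 75 genes for this tumor are higher in KO. Leaving its genes out therefore moves the medians of these lists toward WT by construction, and the medians that remain are no test of the paper's result. Without its 13 genes the T cell receptor median was -0.03 (44.21st percentile), without its 4 genes the JAK-STAT median was -0.13 (18.92nd percentile), and without its 7 genes the NF-kB median was -0.13 (18.05th percentile). Common gamma chain cytokines and receptors had a median of -0.20 over 13 genes (2.27th percentile), with the IL-2 receptor gene Il2ra at -0.66 and Il15 opposite at 1.38, and of 0.07 without the genes of Supplementary data 1. The 7 naive and memory genes had a median of -0.38 (0.80th percentile), and of -0.10 (19.20th percentile) without the 3 of Supplementary data 1. Cytotoxic effector genes lay near 0, with a median of 0.02 over 19 genes (81.53rd percentile), Gzmb at 0.02 and Gzma 2.28-fold higher in WT. The 15 inhibitory receptor and exhaustion genes had a median of -0.07 (31.75th percentile), or 0.08 after scaling to CD8 T cell markers, with Pdcd1 at 0.02, and 19 interferon response genes one of 0.19 (92.66th percentile). After scaling to the panel median the cytotoxic and interferon medians were -0.61 and -0.44. The macrophage and monocyte markers of the same samples differed in the other direction, being higher in WT.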

The upregulated genes in non-irradiated tumor of β2-AR KO mice in the red module in Supplementary Fig. 4a were related to T cell receptor signaling pathway [false discovery rate (FDR) = 1.41 × 10^−4^], receptor signaling pathway via Janus kinase-signal transducer and activator of transcription (JAK-STAT) (FDR = 1.70 × 10^−6^), positive regulation of tyrosine phosphorylation of STAT protein (FDR = 1.62 × 10^−5^), positive regulation of nuclear factor kappa B (NFκB) transcription factor activity (FDR = 5.91 × 10^−4^), positive regulation of interleukin 2 (IL-2) biosynthetic process (FDR = 3.25 × 10^−6^), positive regulation of activated T cell proliferation (FDR = 3.76 × 10^−5^). On the other hand, the red module in Supplementary Fig. 4b also showed that the upregulated genes in irradiated tumor of β2-AR KO mice were related to similar important regulatory functions.

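Most genes of the signaling lists were higher in KO in the irradiated tumor as well. Of 19 NF-kB signaling genes 15 were higher in KO, 4 of them at least 2-fold, with Relb at a Log2 (WT/KO) of -1.41 (95% interval -1.49 to -1.33), Traf3 at -1.24, Nfkb2 at -1.21 and Bcl3 at -1.16. Their median was -0.48 (2.41st percentile), or -0.19 after scaling to the panel total. Of 14 JAK-STAT genes 12 were higher in KO, with Stat5a at -1.24, Stat3 at -1.17, Stat4 at -1.06 and Jak2 at -1.04, and a median of -0.38 (15.62nd percentile). Of 28 genes of T cell receptor signaling and costimulation 26 were higher in KO. The costimulatory receptor gene Icos was 2.57-fold higher in KO (-1.36, 95% interval -1.40 to -1.32), and Ptpn6, the phosphatase SHP-1 that restrains this signaling, was opposite at 0.95. Their median was -0.29 (21.87th percentile) and 0.00 after scaling to the panel total. Without the genes of Supplementary data 1 the medians were -0.29 for NF-kB (26.42nd percentile), -0.22 for JAK-STAT (49.80th percentile) and -0.23 for T cell receptor signaling (50.55th percentile). Of its 67 genes for this tumor 58 are higher in KO, so leaving them out moves these medians toward WT by construction. Common gamma chain cytokines and receptors, 12 genes, had a median of -0.34 (8.08th percentile), or -0.05 after scaling to the panel total, with Il21r at -1.16 and Il2ra at -1.07. The 7 naive and memory genes had a median of -0.72 (2.29th percentile), with Tcf7 at -0.73 and Sell opposite at 0.81. The 19 cytotoxic effector genes had a median of -0.05 (95.58th percentile), although Il12rb2, a subunit of the IL-12 receptor, was at -1.35. The 15 inhibitory receptor and exhaustion genes had a median of -0.27 (23.98th percentile), 20 suppressive and innate cytokine genes one of -0.12 (17.46th percentile) and 19 interferon response genes one of -0.02 (98.28th percentile). After scaling to the panel total these medians were 0.24 for cytotoxic, 0.02 for inhibitory, 0.10 for cytokine and 0.27 for interferon response genes. Among other cell types, the macrophage and monocyte median of 0.68 lay above 100% of the random lists and that of tumor, stroma and endothelium markers was -0.55 (0.67th percentile), or -0.26 after scaling to the panel total. The medians were 0.17 for dendritic cells and MHC class II (98.06th percentile), 0.26 for granulocytes (94.49th percentile), 0.11 for natural killer cells (87.04th percentile), -0.02 for B and plasma cells (50.50th percentile), -0.19 for CD4 and regulatory T cells (13.75th percentile) and -0.20 for CD8 T cell markers (75.83rd percentile), the last 3 turning to 0.26, 0.05 and 0.09 with the panel total.

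**Figure D2:**
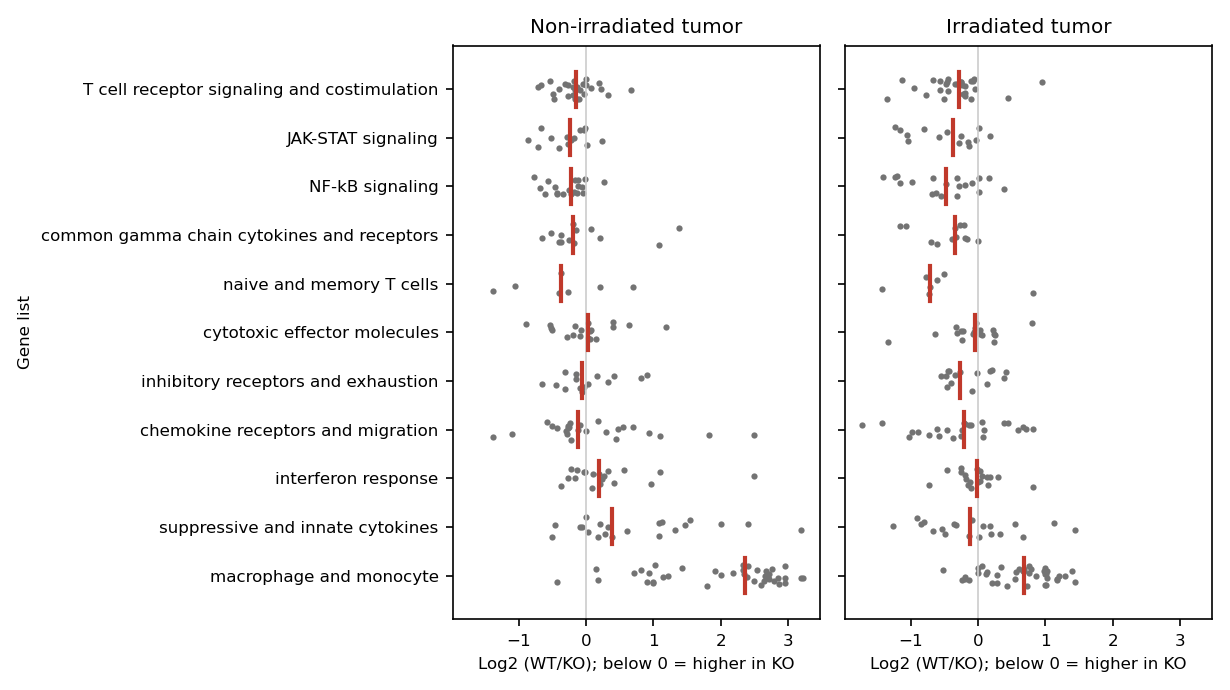
Log2 (WT/KO) of the members of 11 gene lists (points) and their median (red line) in CD8+ T cells of non-irradiated (left) and irradiated tumors (right), 1 sample per condition. The NF-kB median lies at -0.23 on the left and -0.48 on the right, and the macrophage and monocyte median at 2.36 and 0.68. Scaling between samples shifts all points of a panel together.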

### Role of tumor draining LNs in enhanced abscopal effects

A current proposed mechanism by which radiation can increase anti-tumor immunity suggests that damage to the tumor from ionizing radiation increases antigen availability and uptake by dendritic cells which then travel to draining LNs where they activate naïve, antigen-specific T cells. Effector T cells must then re-enter the circulation from the draining LNs to target antigen-expressing tumor cells^38,45^. However, recent studies show that β2-AR adrenergic signaling in activated T cells inhibits their exit from LNs and suggests that this occurs by enhancement of retention promoting signals^46,47^. Thus, to investigate the role of T cell egress from draining LNs in the mechanism underlying enhanced abscopal effects achieved by combining radiation with reduced β-AR signaling, we used both WT mice (at TT) or β2-AR KO mice (at ST) as models of reduced AR signaling. Mice with bilateral tumors received RT to one tumor and were treated with FTY720, a sphingosine 1-phosphate receptor (S1PR) agonist which is phosphorylated by cellular sphingosine kinases and binds to S1PR resulting in receptor internalization and degradation. This drug is well recognized to prevent T cell egress from lymphoid tissues leading to decreased numbers of lymphocytes in non-lymphoid peripheral tissues^48–50^. We observed that FTY720 treatment resulted in a significant loss of the enhanced tumor control seen by housing mice at 30 °C (CT26, Fig. 4a; B16, Supplementary Fig. 5a, b). Similarly, the enhanced immune control of tumors induced by RT in β2-AR KO mice was also lost in mice treated with FTY720 (Fig. 4b). Analysis of CD8^+^ T cells by flow cytometry confirmed increased numbers of CD8^+^ T cells retained in the draining LNs of both irradiated and distant non-irradiated tumors in KO mice treated with FTY720 (Fig. 4c). These results support a role for T cells which had been in the draining LN (and not simply present in the nearby tissues or blood) in generating improved systemic immunity following radiation in the absence of adrenergic stress signaling.

**Fig. 4:**
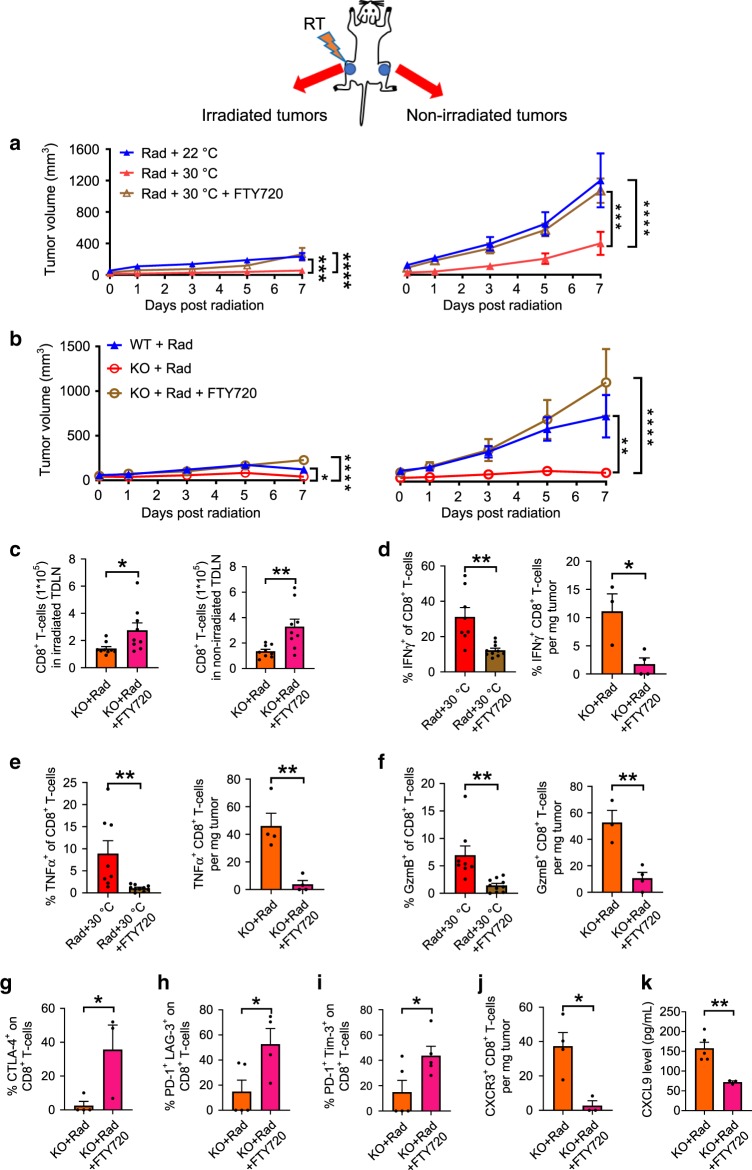
β2-adrenergic signaling modulates the abscopal effect via the egress of CD8^+^ T cells from the LN in the CT26 colon carcinoma model. Growth of irradiated tumors (left) and non-irradiated tumors (right) in the mice housed at 22 °C (ST) or 30 °C (TT) that did or did not receive FTY720 **a**; or in WT or β2-AR KO mice which were irradiated and then did or did not receive FTY720 **b**; **c** CD8^+^ T cells in the draining LN of irradiated (left) and non-irradiated (right) tumors in irradiated β2-AR KO mice treated with/without FTY720; **d**–**f** Data from irradiated WT mice housed at 30 °C (left panels) and β2-AR KO mice (right panels) which received radiation with/without FTY720: expression of IFNγ^+^ **d**, TNFα^+^ **e**, and GzmB^+^ **f**; **g**–**i** the expression of CTLA-4^+^ **g**, PD-1^+^ and LAG-3^+^ **h**, PD-1^+^, and Tim-3^+^ **i** in non-irradiated tumors from irradiated β2-AR KO mice treated with/without FTY720. The expression of CXCR3 in non-irradiated tumors **j** and the level of CXCL9 in serum **k** was detected in irradiated β2-AR KO mice treated with/without FTY720. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 (two-way ANOVA analysis for **a**, **b**; Student’s *t* test analysis for **c**–**k**). For **a**, *n* = 10 biologically independent mice in all groups; For **b** and **c**, *n* = 9 biologically independent mice in all groups; For **d** and **f**, *n* = 8 biologically independent mice in Rad + 30 °C group, *n* = 10 biologically independent mice in Rad + 30 °C + FTY720 group, *n* = 3 biologically independent mice in KO + Rad group, *n* = 4 biologically independent mice in KO + Rad + FTY720 group; For **e**, *n* = 8 biologically independent mice in Rad + 30 °C group, *n* = 10 biologically independent mice in Rad + 30 °C + FTY720 group, *n* = 4 biologically independent mice in KO + Rad group, *n* = 4 biologically independent mice in KO + Rad + FTY720 group; For **g** and **j**, *n* = 4 biologically independent mice in KO + Rad group, *n* = 3 biologically independent mice in KO + Rad + FTY720 group; For **h**, *n* = 5 biologically independent mice in KO + Rad group, *n* = 4 biologically independent mice in KO + Rad + FTY720 group; For **i**, *n* = 5 biologically independent mice in two groups; For **k**, *n* = 5 biologically independent mice in KO + Rad group, *n* = 3 biologically independent mice in KO + Rad + FTY720 group.

To further our understanding of how FTY720 and adrenergic signaling influences the immune landscape in tumors, we characterized expression of various effector molecules and co-inhibitory receptors on Day 7 post-RT using flow cytometry in mice treated or non-treated with FTY720. As shown in Fig. 4d–f (left panel), FTY720 treatment was associated with fewer IFNγ^+^, TNFα^+^, and GzmB^+^ CD8^+^ T cells in these tumors compared with those of control mice housed at 30 °C. Similar results were obtained from irradiated β2-AR KO mice (Fig. 4d–f right panel), however, we also found that expression of co-inhibitory molecules (cytotoxic T-lymphocyte-associated protein 4 (CTLA-4), programmed cell death-1 (PD-1), lymphocyte-activation gene 3 (LAG-3) and T cell immunoglobulin and mucin-domain containing-3 (Tim-3)) was significantly increased (Fig. 4g–i). Together, these data support the possibility that adrenergic signaling sequesters effector T cells in the draining LN^46,47^, and reversal of suppression allows migration of these T cells into the tumor thereby allowing development of an abscopal response. Moreover, as shown in Fig. 4j and k and Supplementary Fig. 2b, CXCR3^+^CD8^+^ T cells (in the non-irradiated tumor) and CXCL9 (in the serum) were decreased in FTY720 treated, irradiated β2-AR KO mice compared to controls, suggesting that CXCR3/CXCL9 may play an important role in CD8^+^ T cell migration to tumors in the absence of β2-AR expression. Similar results were also observed in B16 model (Supplementary Fig. 6a–d). Taken together, these data lead to the speculation that one mechanism by which β2-adrenergic signaling suppresses the abscopal effect is by retention of CD8^+^ T cells within the tumor draining LNs, as has been seen in the experimental autoimmune encephalomyelitis model of autoimmune disease^46^. However, this potential mechanism is based on correlative data so far, and further study is required to establish a causative role for adrenergic stress in specific patterns of immune cell migration or trafficking to the tumor microenvironment.

### β-blocker improves combination of RT and checkpoint blockade

After determining that β-blocker enhances abscopal effect and is associated with decreased PD-1 expression on CD8^+^ T cells, we then investigated whether β-blocker can further improve radiation responses, especially abscopal effect, in anti-PD-1 checkpoint blockade immunotherapy. The mice were implanted with CT26 tumor cells and treated with Prop or PBS as described before. After local radiation of one tumor, the mice were treated with six doses of anti-PD-1 or isotype control antibodies. A detailed experimental design is shown in Supplementary Fig. 7a. Comparison of tumor growth (Supplementary Fig. 7b) showed that compared to PBS, Prop significantly enhanced the tumor control of irradiated and non-irradiated tumors in the mice treated with anti-PD-1 antibody, suggesting that adrenergic stress interferes with the effects of the combination of radiotherapy and immunotherapy, which can be overcome by the treatment of β-blocker.

### β-blocker reduces metastatic spread after local RT

Thus far, we have used implantable tumor models to investigate the impact of β-AR signaling on control by radiation of both irradiated and non-irradiated, distant tumors. Naturally occurring metastatic tumors offer an important opportunity to study factors which affect the abscopal effect. Thus, to investigate whether β-AR blockade affects metastases after radiation to the primary tumor, we employed the 4T1-Luc model to repeat the experiment with the treatment of Prop and radiation. 4T1 tumors exhibit metastatic spread to the lungs following their orthotopic implantation to the mammary glands of mice^32,51^. As shown in Fig. 5a, compared with PBS group, β-blocker Prop treatment significantly improved the tumor control of both irradiated and non-irradiated mammary tumors after 12 Gy local radiation to one of the orthotopically implanted tumors. On Day 33 post tumor implantation, bioluminescence imaging (BLI) of luciferase activity (Fig. 5b) showed that Prop combined with radiation given earlier to an orthotopically implanted mammary tumor also reduced lung metastases. Moreover, analysis of lung tissue morphology on haemotoxylin and eosin (H&E)-stained histologic sections also indicated fewer metastatic lesions in the Prop-treated group (Fig. 5c). These data suggest that blockade of β-AR signaling reduces spontaneous metastases after radiation to the primary tumor.

**Fig. 5:**
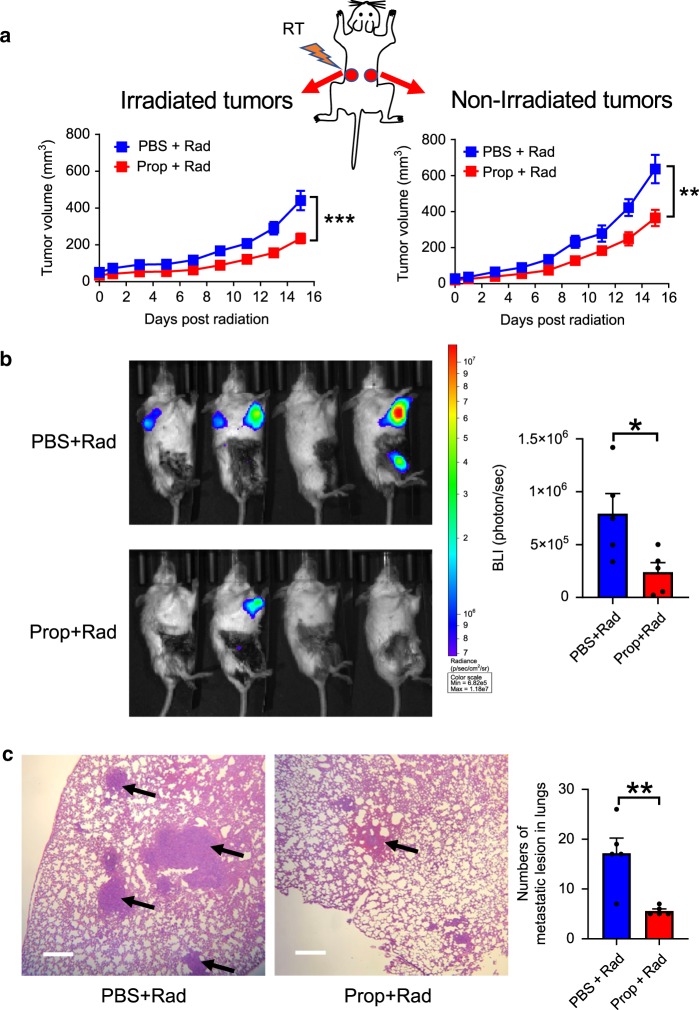
Blockade of β-adrenergic signaling reduces spontaneous metastases in the 4T1-luc breast carcinoma model. **a** Tumor growth of irradiated tumors (left) and non-irradiated tumors (right) is shown. Data are presented as mean ± SEM. **P < 0.01; ***P < 0.001 (two-way ANOVA analysis). *n* = 12 biologically independent mice in PBS + Rad group and *n* = 18 biologically independent mice in Prop + Rad group. On Day 33 post tumor implantation, bioluminescent images of luciferase activity **b** were acquired and histologic analysis of lung tissues was shown in **c**. Staining with eosin hematoxylin was performed (×40 magnification, scale bars = 500 µm) and black arrows showed metastatic lesions. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01 (Student’s *t* test analysis). For **b** and **c**, *n* = 5 biologically independent mice in all groups.

## Discussion

RT used as a single agent is now thought to promote immunity against tumors, including increased generation of antigen-specific effector T cells. However, a common belief is that radiation alone is not sufficient to induce a therapeutically effective, systemic T cell response capable of controlling distant, non-irradiated tumors (i.e., an abscopal effect). The data presented here provide a counter-argument to this widespread assumption.

Three conclusions can be drawn from the data presented here. First, the baseline adrenergic stress caused by cool housing temperature mandated for laboratory mice for decades is immunosuppressive and has led to a significant underestimation of the natural ability of radiation alone to elicit an abscopal effect. This point alone should alert the radiation biology community to the dependence of experimental outcomes on physiological and environmental factors which are largely ignored by researchers. Using a combination of pharmacological and genetic approaches, our second finding is that the mechanism by which cool housing temperature influences the abscopal effect is via AR signaling leading to immunosuppression. This includes a demonstration of enhanced control of metastatic tumors in the 4T1 mammary tumor model where radiation was delivered to the primary tumor in the presence of Prop. Third, the enhancement of the abscopal effect achieved by reducing adrenergic signaling is dependent upon CD8^+^ T cells, and perhaps the response of other immune cell types, and is associated with significant beneficial changes in the immune status of irradiated and non-irradiated tumors. This results in an immune system that is more capable of controlling tumors outside the field of radiation. Together, these data reveal an unexpected degree of control by the sympathetic nervous system over the efficacy of radiation, both in irradiated tumors and those at distant non-irradiated sites. Thus, adrenergic stress signaling in the tumor may be included with other known physiological factors that influence the efficacy of RT, such as intratumoral hypoxia or metabolic activity^52–54^. These data also provide additional evidence for the importance of tumor immunity in mediating the overall outcome of RT and abscopal events.

The precise mechanisms by which blockade or absence of β-AR signaling enhances systemic anti-tumor immunity following local radiation remain to be established. Data presented here show a critical role for CD8^+^ T cells with upregulation of T-bet transcription, increased secretion of IFNγ, TNFα and GzmB and upregulation of CXCR3/CXCL9 signaling, which is required for effector T cell migration across tumor vessels^55^. This adds to our previously published data (in non-radiation settings) that blockade of β-AR signaling increases metabolic activity during CD8^+^ T cell activation^33^. Further, we have observed that the addition of Prop reduces the frequency of immunosuppressive M2 macrophages in the non-irradiated tumor following radiation. Macrophages have previously been shown to be regulated by adrenergic stress^56,57^ and M2 macrophages in particular have been linked to enhanced immunosuppression^39–41^. This is consistent with our other data that the blockade of adrenergic stress suppresses the recruitment, survival, and function of myeloid-derived suppressor cells (MDSCs) and reduces the frequency of intratumoral regulatory T cells (Tregs)^29,32,58^. Thus, the combination of enhanced activity of CD8^+^ T cells combined with reduced immunosuppression in mice resulting from reduced β-AR signaling could result in a major tilt of the immune balance toward systemic tumor eradication following local radiation.

Preclinical models of many tumor types have shown that radiation can increase recognition of malignant cells through a variety of mechanisms including enhanced antigen uptake and presentation by dendritic cells^59,60^. Our data show that the enhanced abscopal effect following reduction or blockade of adrenergic signaling is dependent on T cell egress from tumor draining LNs. This supports a model^38,45^ in which radiation stimulates antigen-dependent activation of naïve T cells in draining LNs, which then must exit the LNs and migrate to the tumor microenvironment. However, these data are still indirect and correlative. Experiments which directly demonstrate a causal regulation of T cell, migration patterns and trafficking to the tumor microenvironment by adrenergic stress are still needed.

Other questions arise from these data. For example, what is the impact of adrenergic stress on the efficacy of different radiation schedules (e.g., fractionated vs. hypofractionated) and on anti-tumor immunity^61^? Here, we used single fraction doses that are known to be suboptimal in controlling tumor growth within the field of irradiation and do not result in abscopal effects. This is an important question to answer because in the clinic, some patients receive a single fraction of radiation, while others receive multiple fractions, and it is not clear how these protocols influence the development of anti-tumor immunity. Recently, single fraction RT (compared to surgery alone) for renal clear cell carcinoma patients demonstrated increased tumor associated antigen expression with a concomitant rise in the intratumoral frequency of proliferating CD8^+^ T cells^62^. These parameters will be important to examine in terms of the impact of adrenergic stress.

While our work here reveals that adrenergic stress is a major factor dictating the overall response to radiation in vivo, we have also observed that increased β-AR signaling through treatment with the agonist, isoproterenol, can directly increase tumor cell resistance to radiation in vitro^37^. Thus, how stress affects both direct (tumor cell intrinsic) as well as indirect targets (including anti-tumor immunity as demonstrated here), to regulate the overall radiation response in vivo remains to be established.

Recent studies have demonstrated that an abscopal effect can be induced in patients by the combination of radiotherapy and anti-PD1-therapy (nivolumab^63,64^, pembrolizumab^65,66^), anti-CTLA-4 therapy (Ipilimumab^67^) and granulocyte-macrophage colony-stimulating factor (GM-CSF) therapy^68^. We previously found^29^ that combining Prop with anti-PD-1 in murine tumor models results in a significant improvement in anti-PD-1 efficacy. Thus, here we tested the triple combination of Prop with radiation and anti-PD-1. As we predicted, we found a significantly improved control of tumor growth by radiation and anti-PD-1 when Prop was included. Thus, future work must delineate precise interactions between radiation, immunotherapy delivery, and adrenergic stress in order to maximize therapeutic application of these combination therapies as soon as possible.

In summary, the immunosuppressive impact of cool housing temperature has masked the baseline ability of radiation alone to control tumor growth, especially tumors outside the field of radiation, in essentially all pre-clinical mouse models. However, the study of this phenomenon has led us to recognize the profound role of nerves, stress, and AR signaling in regulating the impact of radiation and provides a useful model with which to explore the impact of the immune system and chronic stress on the efficacy of RT. The data presented here also support the possibility that patients experiencing increased adrenergic stress (elicited by many stressors including anxiety, fear, and depression) following a cancer diagnosis may also be at risk for impaired responses to RT. Related to this possibility, previous retrospective, epidemiological studies show that co-incident use of β-blockers (primarily for cardiovascular conditions) was associated with decreased distant metastases and improved distant metastasis-free survival, disease-free survival, and overall survival in patients with non-small-cell lung cancer after radiotherapy^69,70^, while a recent retrospective study^58^ demonstrates that prior use of non-specific β-blockers enhances survival of patients receiving immunotherapy. These positive results could be linked to enhancement of immunological pathways by stress reduction shown here and strongly support implementation of prospective clinical trials combining β-AR blockade with radiation and/or immunotherapy. Prop is an inexpensive, widely used, and well tolerated drug. Consequently, there are few barriers to implementing many of the studies proposed above in the radiation oncology clinic.

## Methods

### Mice

6–8 weeks old Female BALB/cand C57BL/6 were purchased from Charles River and SCID mice from the Laboratory Animal Resource at Roswell Park Comprehensive Cancer Center. BALB/c mice globally deficient in β2-ARs (*Adrb2*^−/−^) were provided by David Farrar (University of Texas Southwestern Medical Center). Mice were maintained in specific pathogen-free facilities and all studies were performed in accordance with all relevant ethical regulations for animal testing and research as well as the protocols approved by the IACUC at Roswell Park Comprehensive Cancer Center.

### Cell culture and tumor implantation

CT26.CL25 tumor cells (CRL-2639™), B16-F10 tumor cells (CRL-6475™), and 4T1 tumor cells (CRL-2539™) were purchased from and authenticated by American Type Culture Collection (ATCC). 4T1-luc tumor cells were stably tagged with the luciferase gene by Genomics Shared Resource in Roswell Park Comprehensive Cancer Center. CT26.CL25 cells were cultured with Roswell Park Memorial Institute (RPMI) 1640 medium with 2 mM l-glutamine adjusted to contain 1.5 g/L sodium bicarbonate, 4.5 g/L glucose, 10 mM HEPES, 1.0 mM sodium pyruvate, 0.1 mM non-essential amino-acids, 0.4 mg/mL G418, and 10% fetal bovine serum. B16-F10, 4T1-luc, and 4T1 cells were cultured in RPMI 1640 (Gibco) supplemented with 10% FBS, 1% l-glutamine, and 1% penicillin/streptomycin. Once thawed, cells were cultured in an incubator at 37 °C with 5% carbon dioxide and 95% air and passed twice prior to tumor implantation. 5 × 10^5^ CT26.CL25 cells or 1 × 10^5^ B16-F10 cells in 70 μL PBS were subcutaneously injected into both hindlimbs of the mice. For rechallenge experiments, 5 × 10^5^ CT26.CL25 cells or 1 × 10^4^ 4T1 cells were subcutaneously injected into both the hindlimb (in 70 μL PBS, local rechallenge) and in the flank (in 100 μL PBS, distant rechallenge) of the mice cured by the treatment of Prop and radiation for at least 2 months. For lung metastases experiment, 1 × 10^5^ 4T1-luc cells were subcutaneously injected into bilateral 4th mammary fat pad. Tumor growth was monitored by the measurement of perpendicular diameters (width/length) every 2 days and tumor volume was calculated with the formula ((width^2^ × length)/2).

### Irradiation of tumors

When tumors became palpable (~100 mm^3^), one of the tumors per mouse received 6 Gy (CT26), 20 Gy (B16), or 12 Gy (4T1-luc) of 200 kVp x-ray local RT, using a Philips RT-250. The mice were placed in a lead shield to expose one of the tumors and prevent radiation from reaching any other part of the mouse.

### Housing mice at different ambient temperatures

Mice were acclimated to either standard temperature (~22 °C) or thermoneutral temperature (~30 °C) for at least 3 weeks before tumor implantation in precision refrigerated plant-growth incubators (Thermo Fisher Scientific), in which humidity was maintained with a Top Fin® Air Pump AIR 1000 and Top Fin® tubing.

### Treatment of Prop

Mice were intraperitoneally injected daily with 200 μg Prop (P0884, Sigma-Aldrich) in 100 μL of PBS while control mice received 100 μL PBS daily from 3 days prior to irradiation until the endpoint of the experiments.

### Treatment of FTY720

Mice were treated by intragastric administration with 25 μg FTY720 (BML-SL233-0005, Enzo) in 200 μL of PBS while control mice received 200 μL PBS 2 days prior to irradiation and then treated daily with 5 μg FTY720 in 100 μL of PBS while control mice received 100 μL PBS daily until the endpoint of the experiments.

### CD8^+^ and CD4^+^ T cell depletion

Mice were treated weekly with 400 µg *InVivo*MAb anti-mouse CD8α (53-6.72, BioXCell) or *InVivo*MAb anti-mouse CD4 (GK1.5, BioXCell) as experimental groups or with *InVivo*MAb rat IgG2a isotype control (2A3, BioXCell) or *InVivo*MAb rat IgG2b isotype control (LT F-2, BioXCell) as control groups by i.p. injections 4 days prior to tumor implantation. CD8^+^ or CD4^+^ T cell depletion was confirmed by flow cytometry.

### Combination immunotherapy experiment

5 × 10^5^ CT26.CL25 tumor cells were implanted as above-mentioned. Mice were intraperitoneally injected daily with 200 μg Prop (P0884, Sigma-Aldrich) in 100 μL of PBS while control mice received 100 μL PBS daily from 3 days prior to irradiation until the endpoint of the experiments. Six doses of 200 μg anti-mouse PD-1 antibody (RMP1-14, BioXCell) or isotype (2A3, BioXCell) were administered i.p. in 100 μL PBS on days 1, 3, 5, 7, 10, 13 after irradiation.

### Flow cytometry

Mouse tumors were excised and cut into 2–3 mm pieces to create single-cell suspensions. CT26.CL25 and B16-F10 tumors were dissociated with collagenase/hyaluronidase (STEMCELL Technologies, 07912) and murine tumor dissociation kit (Miltenyi, 130-096-730), respectively, following the manufacturers’ recommendation. Dissected LNs were mechanically disrupted to create single cells and washed once using flow running buffer (0.1% bovine serum albumin in PBS). All segregated cells were filtered using a 70 μm nylon cell strainer (Corning).

Resulted single cells were incubated on ice with anti-CD16/32 antibodies for 15 min. The cells were stained using Live/Dead Fixable Violet or Aqua dyes (Thermo Fisher) and surface-labeled with anti-CD8α BUV395 (clone 53-6.7; BD), anti-CD4 BV786 (clone GK1.5; BD), anti-CD3 BV786 or BV605 (clone 145-2C11; BD), anti-CD45 FITC or BV605 (clone 30-F11; BD), anti-PD-1 BV605 (clone J43; BD), anti-CTLA-4 PerCP/Cy5.5 (clone UC10-4B9; BioLegend), anti-Tim3 PE (clone B8.2C12; BioLegend), anti-LAG3 APC (clone C9B7W; BD), anti-CXCR3 BV650 (clone CXCR3-173; BioLegend), anti-CD11b BUV395 (clone M1/70, BD), anti-F4/80 Ax647 (clone T45-2342; BD), and anti-Ly6G BV711 (clone 1A8; BD) for 30 min at room temperature (see Supplementary Table 1 and Supplementary Fig. 8).

For intracellular staining, cells were stimulated with cell activation cocktail containing phorbol myristate acetate (PMA)/ionomycin and Brefeldin A at 37 °C for 4 h prior to surface-staining as described above. The cells were fixed and permeabilized using the forkhead box P3 (FoxP3)/Transcription Factor Staining Buffer Set (eBiosciences) according to the manufacturer’s recommendation. Cells were stained with anti-FoxP3 PE (clone MF23; BD), anti-T-bet Ax647 (clone 4B10; BD), anti-IFN-γ APC (clone XMG1.2; eBioscience), anti-TNFα PerCP/Cy5.5 (clone MP6-XT22; BioLegend), or anti-granzyme B Ax647 (clone GB11; BioLegend). Detailed information pertaining to antibodies and panel used can be found in Supplementary Table 1 and Supplementary Fig. 8.

All events were acquired immediately following sample processing using an LSR Fortessa flow cytometer (BD). All flow cytometric data analysis was performed using FCS Express 6 software package (De Novo Software).

### Multiplex

To determine cytokine protein levels, serum samples from the experimental animals were analyzed using Millipore MCYTOMAG-70K Panel according to manufacturer’s instructions. The plates were run on a Luminex 200 machine and the data analyzed using Upstate BeadView software.

### NanoString

In brief, RNA was isolated from sorted CD8^+^ T cells of irradiated tumors and non-irradiated tumors in CT26 tumor-bearing WT or β2-AR KO mice treated with radiation, using the RNeasy Plus Mini kit (QIAGEN). NanoString analysis was performed with the nCounter Analysis System at NanoString Technologies. The nCounter Mouse Immunology kit was used including 561 immunology-related mouse genes. All data are presented as Log_2_ (fold change of WT/KO) with GraphPad Prism.

### In vivo BLI

On Day 33 post tumor implantation, after surgical removal of the primary tumors, mice were administered 200 μL d-luciferin (150 mg/kg; Caliper Life Sciences) by i.p. and then anaesthetized with isoflurane inhalation prior to imaging. Bioluminescent images of luciferase activity were acquired using BLI system (IVIS Spectrum, PerkinElmer) and analyzed with Living Image 4.3.1 software.

### Histologic analysis of lung metastasis

The lung tissues were fixed in 10% formalin and embedded in paraffin and then stained with hematoxylin/eosin. The number of metastatic lesion was counted by light microscopy.

### Statistical analysis

Student's *t*-test was used to compare data between two groups and tumor growth statistics were calculated using two-way ANOVA with Tukey analysis using GraphPad Prism. One-way ANOVA with Tukey posthoc tests was used to compare data between multiple groups. Differences were considered as statistical significance at *P* < 0.05. All data are presented as mean ± SEM.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

All relevant data are presented in the article and Supplementary Information. The source data underlying Figs. 1–5 and Supplementary Figs. 1, 3–7 are provided as a Source Data file. All Nanostring data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE145262.

## Source Data

Source Data

# Supplementary material for: Adrenergic stress constrains the development of anti-tumor immunity and abscopal responses following local radiation
**Source:** Nat Commun. 2020 Apr 14;11:1821. doi: 10.1038/s41467-020-15676-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Adrenergic stress constrains the development of anti-tumor immunity and abscopal responses following local radiation

Chen et al.

a

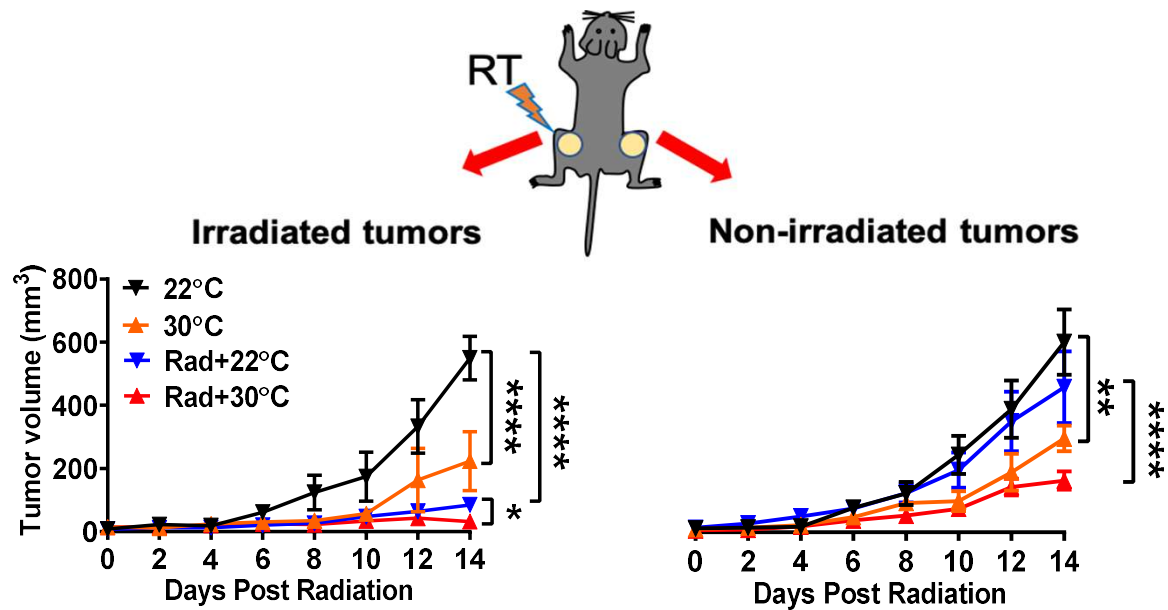

b

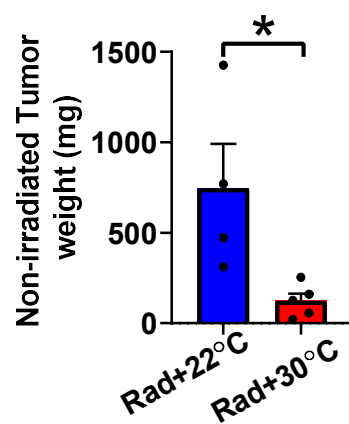

c

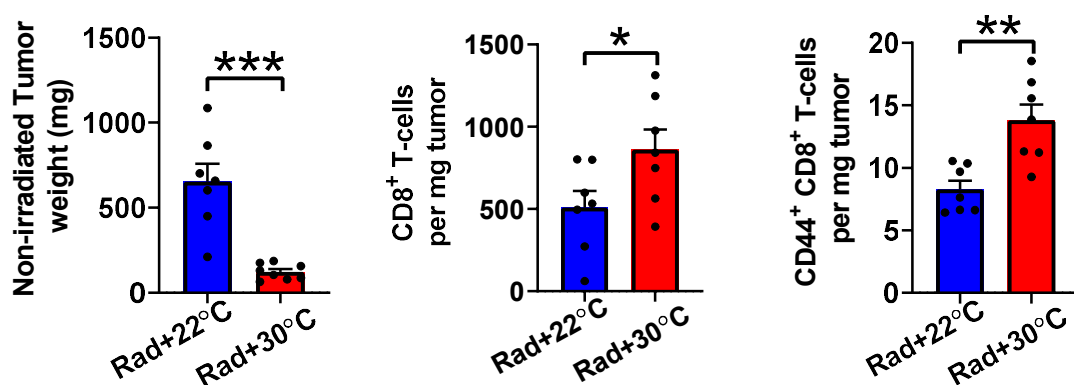

Supplementary Figure 1. Housing mice at a thermoneutral temperature results in an abscopal effect against a tumor contralateral to an irradiated tumor. **a-b** The B16 tumor model. Growth of irradiated tumors (left) and non-irradiated tumors (right) (**a**) and the weight of non-irradiated tumors (**b**) were measured in C57BL/6 mice housed at 22°C or 30°C treated with or without radiation. Data are presented as mean $\pm$ SEM. *, $P < 0.05$; **, $P < 0.01$; ****, $P < 0.0001$ (two-way ANOVA analysis for **a**; Student's *t* test analysis for **b**). $n = 4-7$ biologically independent mice. (**c**) BALB/c mice were implanted bilaterally with CT26 tumors and housed at 22°C or 30°C. One tumor was irradiated and the non-irradiated tumor was assessed for weight (left), numbers of intratumoral CD8⁺ T cells (middle), and number of CD44⁺ CD8⁺ T cells (right). Data are presented as mean $\pm$ SEM. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ (Student's *t* test analysis). For **a**, $n = 5$ biologically independent mice in 22°C group, $n = 4$ biologically independent mice in 30°C group, $n = 7$ biologically independent mice in Rad+22°C and Rad+30°C groups; for **b**, $n = 4$ biologically independent mice in Rad+22°C group, $n = 5$ biologically independent mice in Rad+30°C group; for **c**, $n = 7$ biologically independent mice in Rad+22°C and Rad+30°C groups except for $n = 8$ biologically independent mice in Rad+30°C group in left panel.

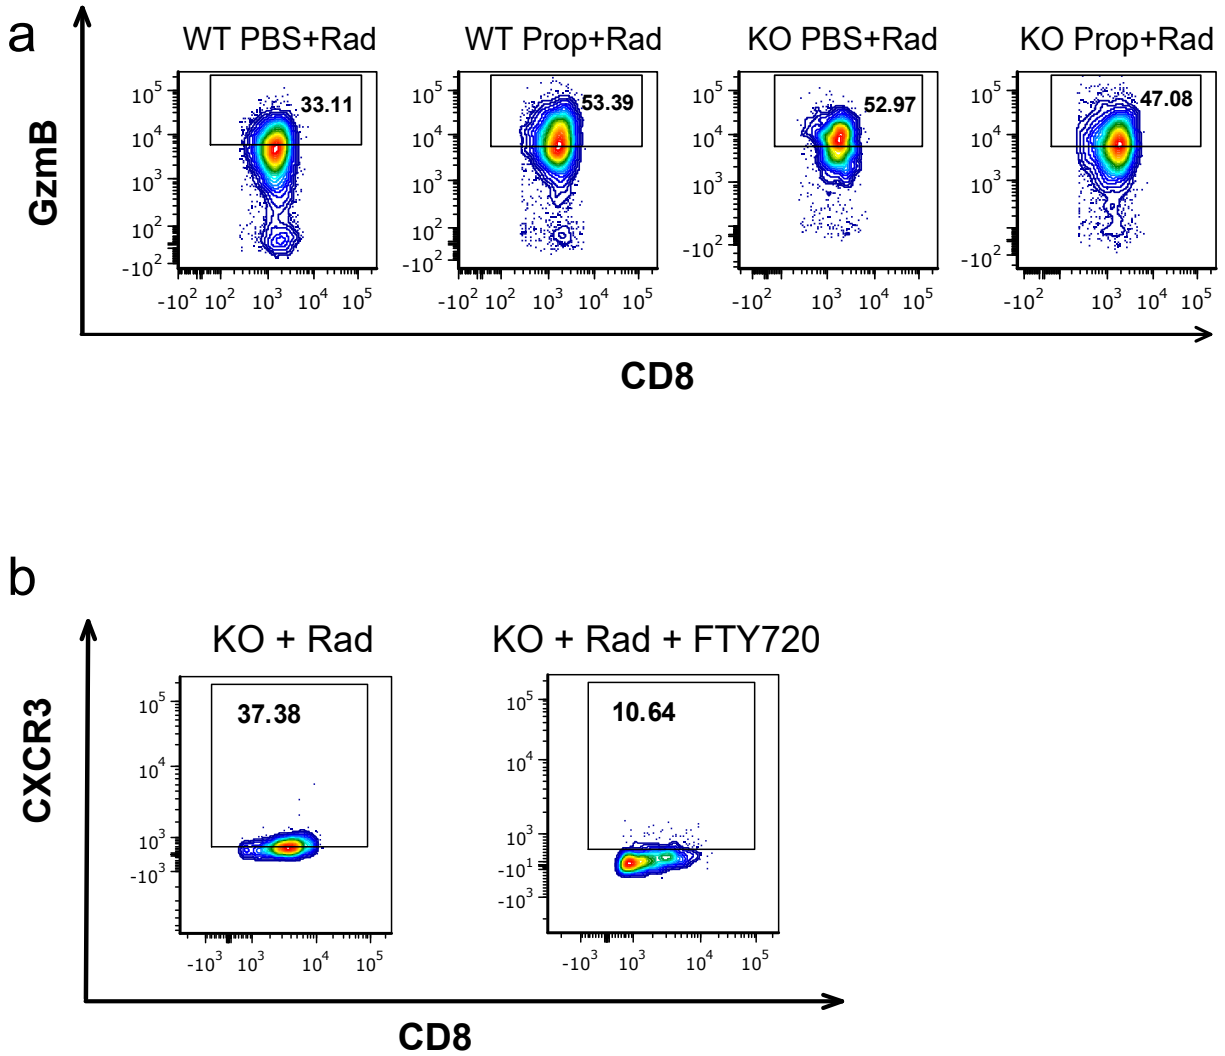

Supplementary Figure 2. Representative flow plots for the data from the CT26 model. Tumors were implanted bilaterally and one tumor was irradiated. **(a)** Representative flow plots of GzmB expression in CD8⁺ T cells in non-irradiated tumors from WT or β 2-AR KO mice which were or were not treated with propranolol. **(b)** Representative flow plots of CXCR3 expression in CD8⁺ T cells in non-irradiated tumors of β 2-AR KO treated with or without FTY720.

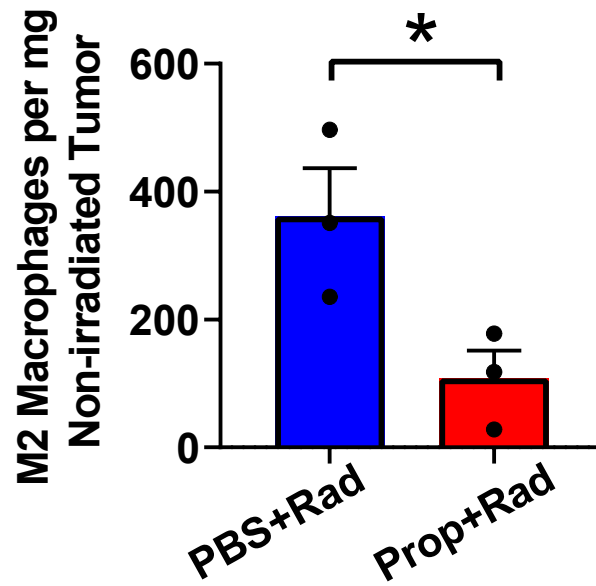

Supplementary Figure 3. β -blocker decreases M2 macrophages (CD45⁺CD11b⁺F4/80^{hi}Ly6G⁻) in non-irradiated CT26.CL25 tumors of mice treated with propranolol and radiation compared to the control group. Data are presented as mean $\pm$ SEM. *, $P < 0.05$ (Student's t test analysis). $n = 3$ biologically independent mice in two groups.

a

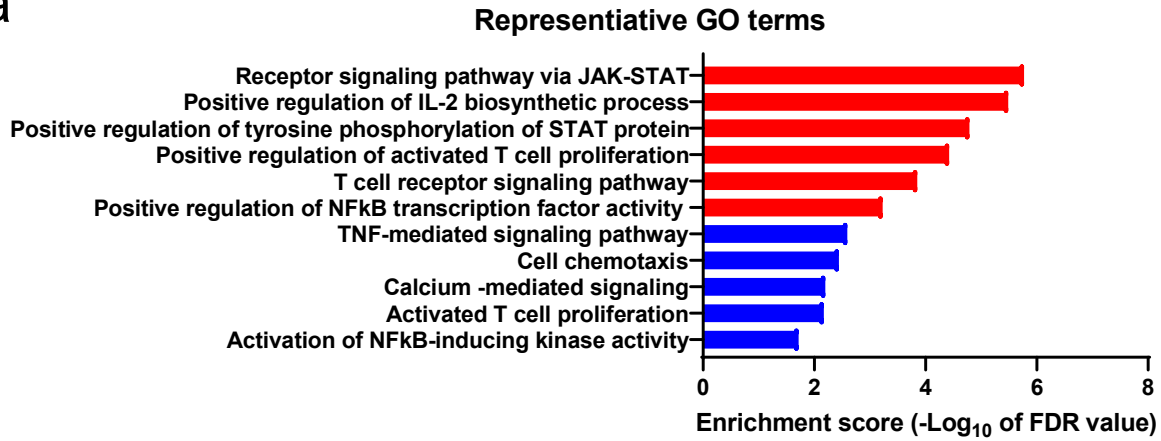

b

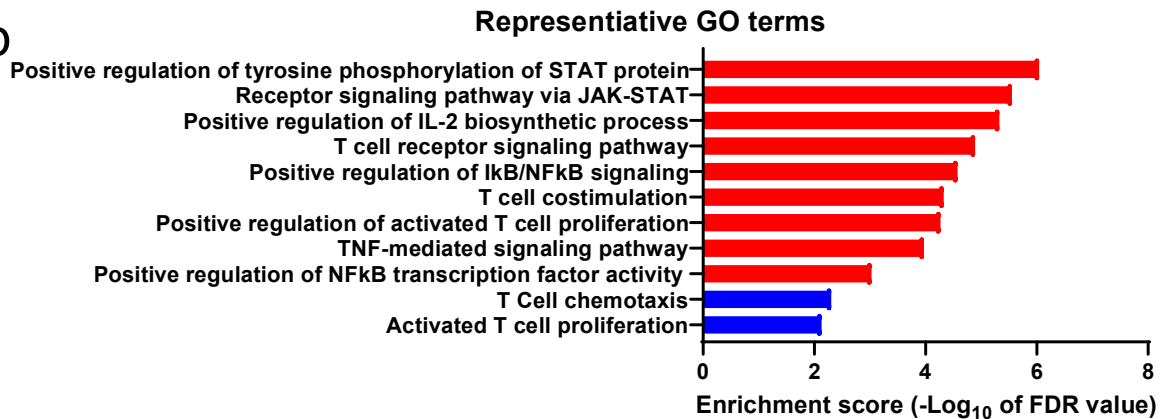

Supplementary Figure 4. Functional annotation of immune-related genes in irradiated $\beta 2$ -AR KO mice. The GO terms (FDR<0.05) of upregulated genes of non-irradiated tumors (a) and irradiated tumors (b) from irradiated $\beta 2$ -AR KO mice represented as horizontal bars are listed on the y axis and values of $-\text{Log}_{10}(\text{FDR})$ are shown on the x axis. The red bars represent FDR<10⁻⁴. The blue bars represent FDR<0.05.

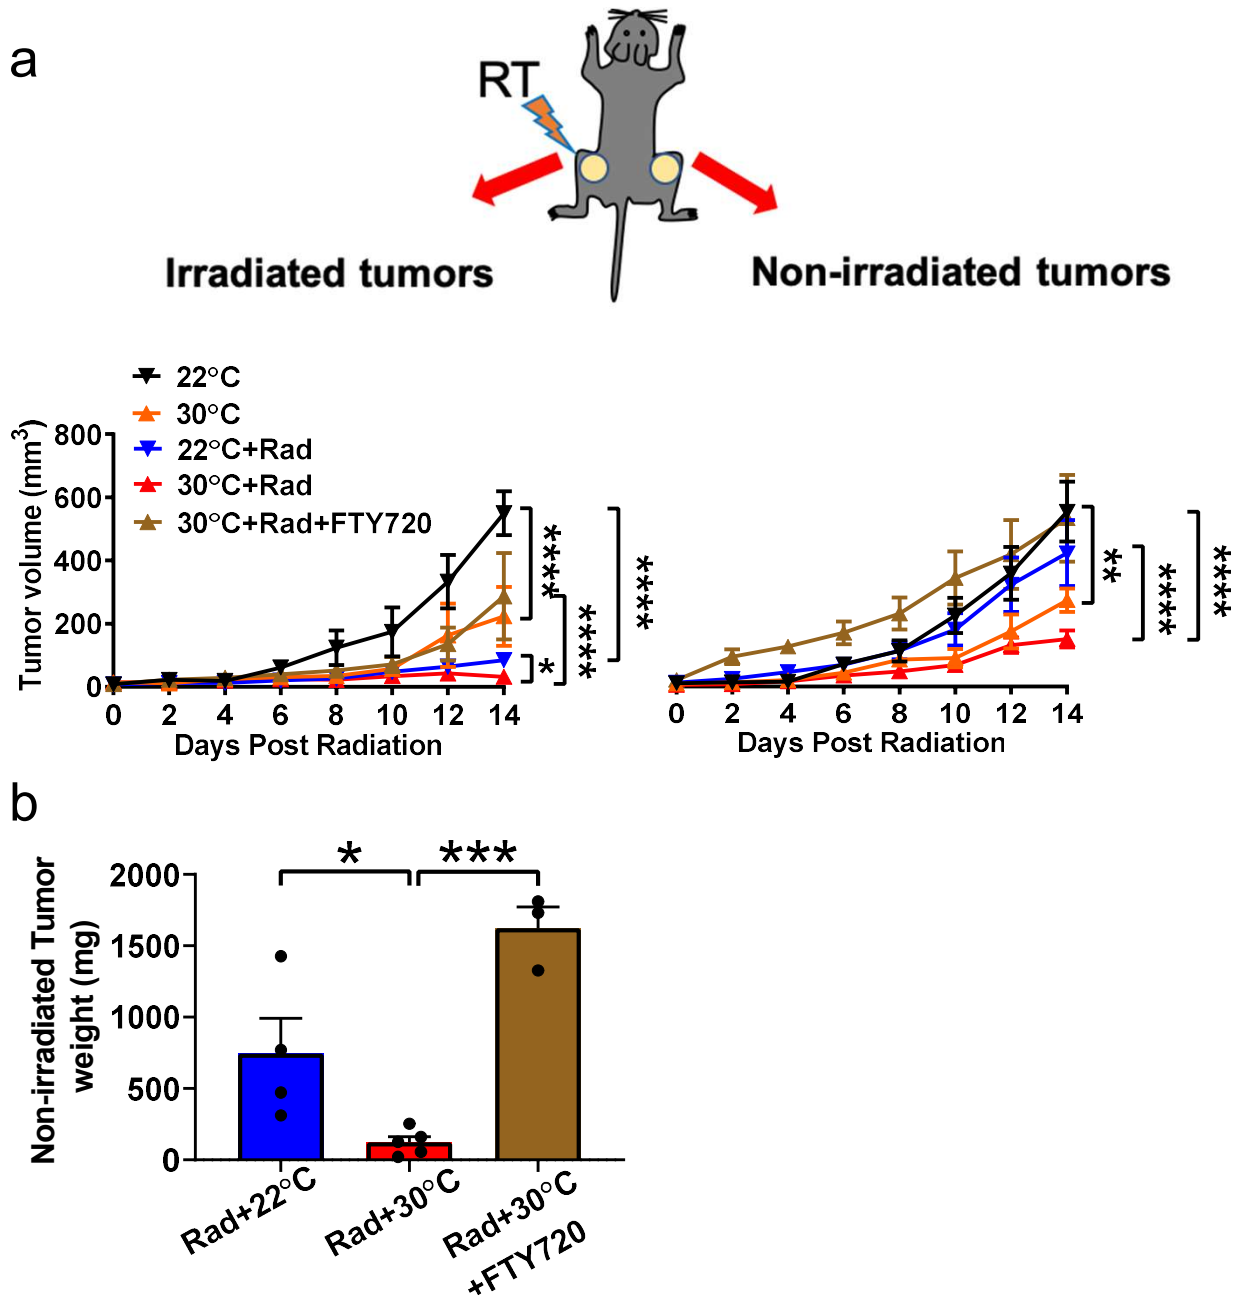

Supplementary Figure 5. Prevention of T-cell migration negates thermoneutral temperature improved abscopal effect of local radiotherapy in B16 melanoma model. The B16 tumor growth of irradiated tumors (left) and non-irradiated tumors (right) (**a**) and the weight of non-irradiated tumors (**b**) were measured in irradiated C57BL/6 mice housed at 22°C or 30°C treated with or without FTY720. Data are presented as mean $\pm$ SEM. *, $P<0.05$; **, $P<0.01$; ***, $P<0.001$; ****, $P<0.0001$ (two-way ANOVA analysis for **a**; one-way ANOVA analysis for **b**). For **a**, $n=5$ biologically independent mice in 22°C group, $n=4$ biologically independent mice in 30°C group, $n=7$ biologically independent mice in Rad+22°C and Rad+30°C groups; for **b**, $n=4$ biologically independent mice in Rad+22°C group, $n=5$ biologically independent mice in Rad+30°C group, $n=3$ biologically independent mice in Rad+30°C+FTY720 group.

a

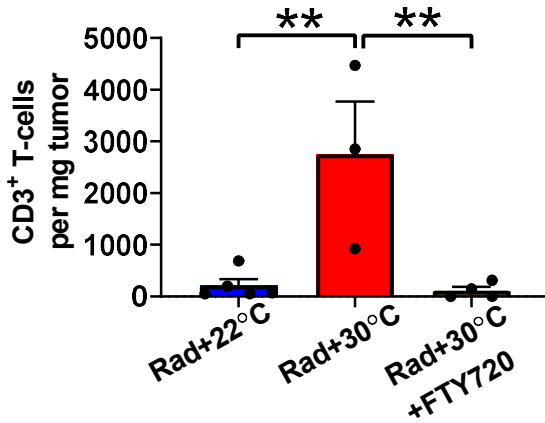

b

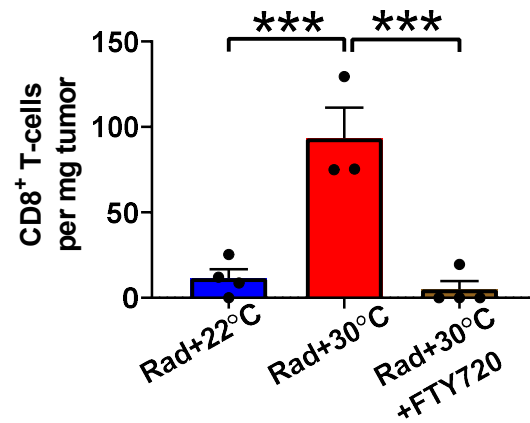

c

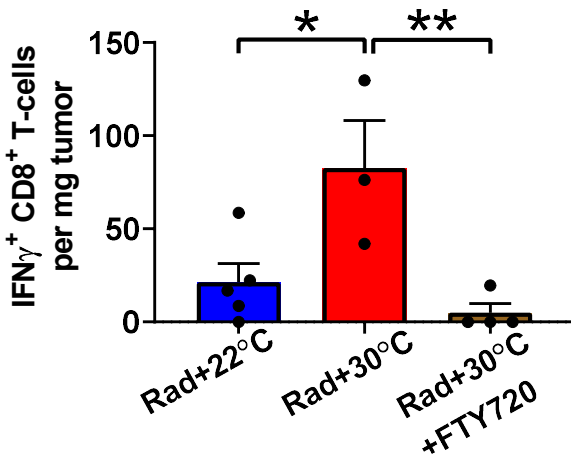

d

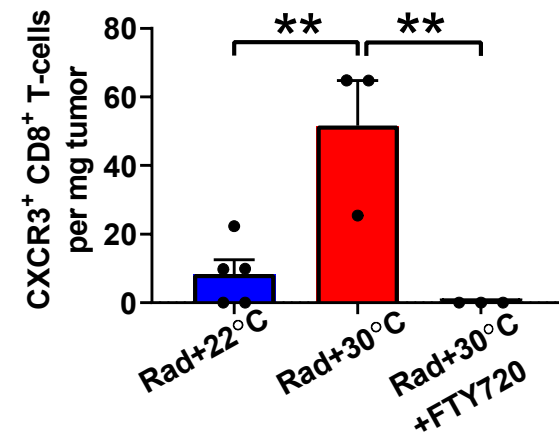

Supplementary Figure 6. Thermoneutral temperature improved abscopal effect of local radiotherapy via enhancing anti-tumor immune response and T-cell egress in B16 melanoma model. CD3⁺ T cells (a), CD8⁺ T cells (b), IFN γ ⁺ CD8⁺ T cells (c) and CXCR3⁺ CD8⁺ T cells (d) were detected in non-irradiated tumors (B16) from irradiated mice housed at 22°C or 30°C treated with or without FTY720. Data are presented as mean $\pm$ SEM. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ (two-way ANOVA analysis). For **a**, $n=5$ biologically independent mice in Rad+22°C group, $n=3$ biologically independent mice in Rad+30°C group, $n=4$ biologically independent mice in Rad+30°C+FTY720 group; for **b**, $n=4$ biologically independent mice in Rad+22°C group, $n=3$ biologically independent mice in Rad+30°C group, $n=4$ biologically independent mice in Rad+30°C+FTY720 group; for **c**, $n=5$ biologically independent mice in Rad+22°C group, $n=3$ biologically independent mice in Rad+30°C group, $n=4$ biologically independent mice in Rad+30°C+FTY720 group; for **d**, $n=5$ biologically independent mice in Rad+22°C group, $n=3$ biologically independent mice in Rad+30°C group, $n=3$ biologically independent mice in Rad+30°C+FTY720 group.

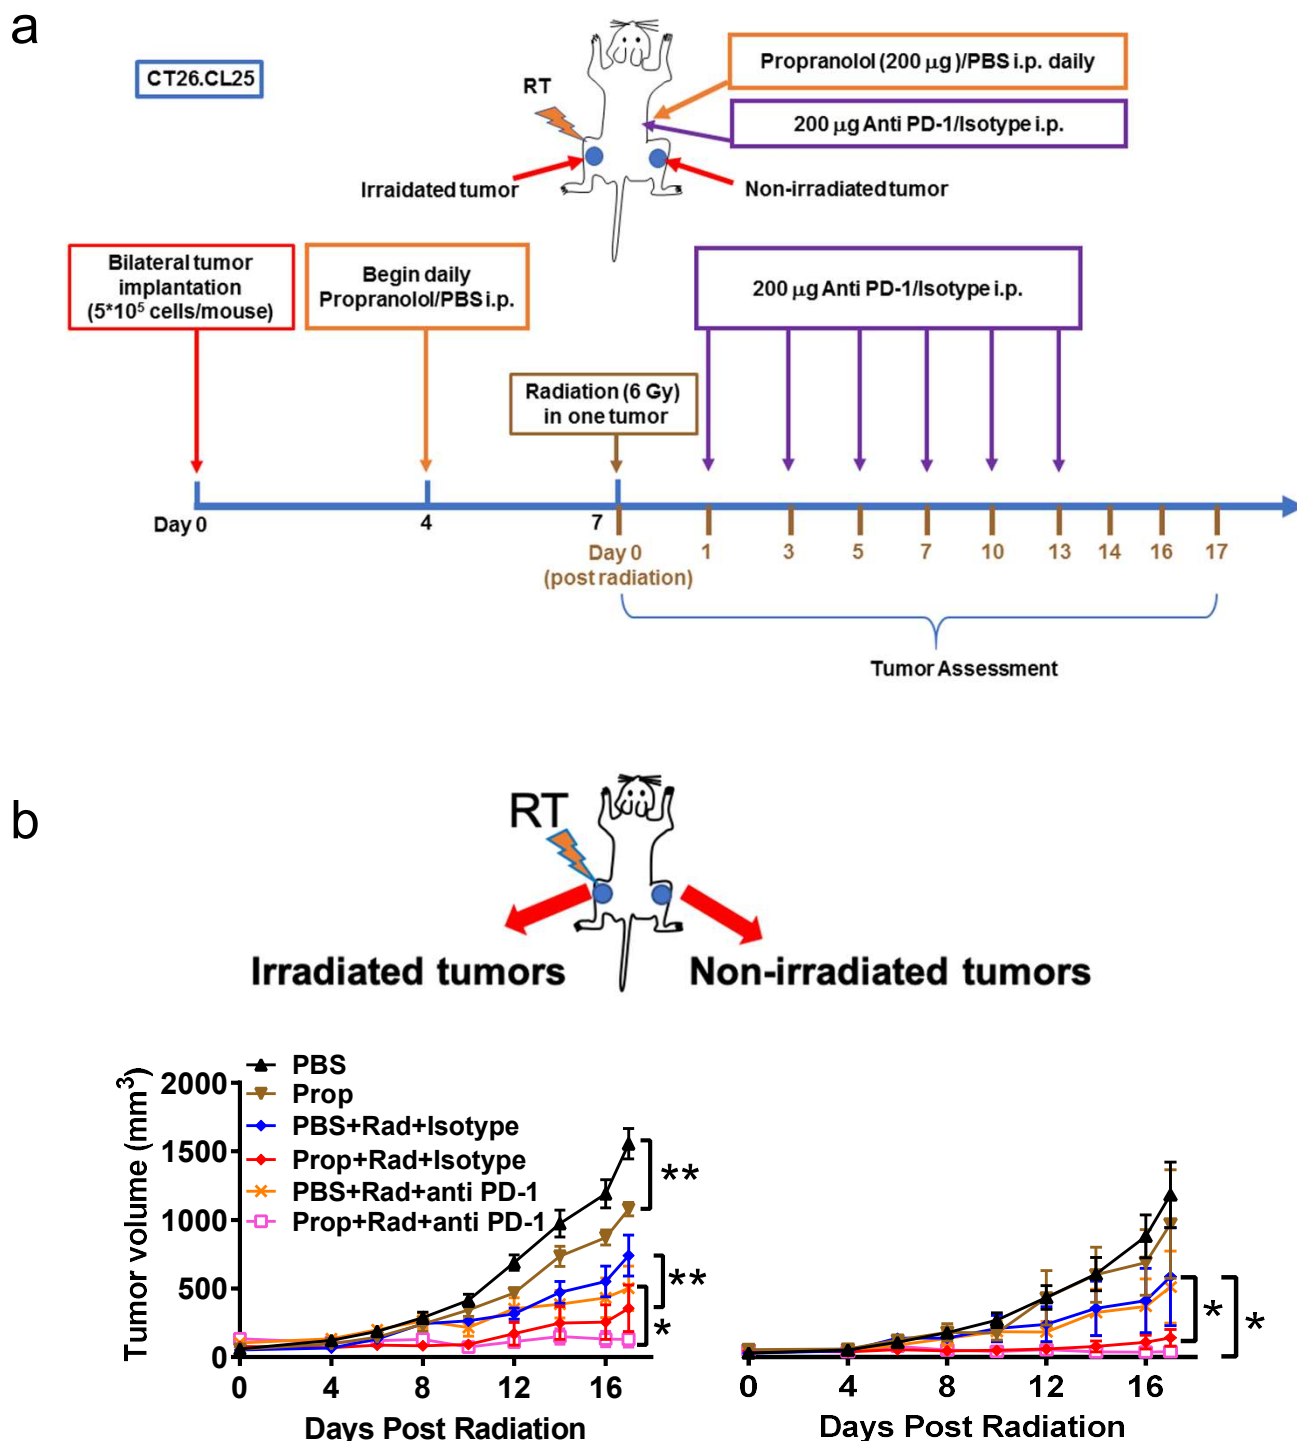

Supplementary Figure 7. β -blocker increases the efficacy of radiation combined with anti PD-1 in CT26 model. **(a)** Experimental design for combination of radiation, propranolol and anti PD-1. Mice housed at 22°C were implanted with CT26.CL25 tumor cells and then randomly received 6 doses of 200 μ g anti PD-1 or isotype antibody (Day 1, 3, 5, 7, 10, 13) with or without daily 200 μ g propranolol/PBS treatment. **(b)** Tumor growth is shown for irradiated tumors (left) and non-irradiated tumors (right). Data are presented as mean $\pm$ SEM. *, $P < 0.05$; **, $P < 0.01$ (two-way ANOVA analysis). $n = 7$ biologically independent mice in PBS group; $n = 4$ biologically independent mice in Prop group; $n = 6$ biologically independent mice in PBS+Rad+isotype group; $n = 9$ biologically independent mice in Prop+Rad+isotype group; $n = 5$ biologically independent mice in PBS+Rad+anti PD-1 group; $n = 6$ biologically independent mice in Prop+Rad+anti PD-1 group.

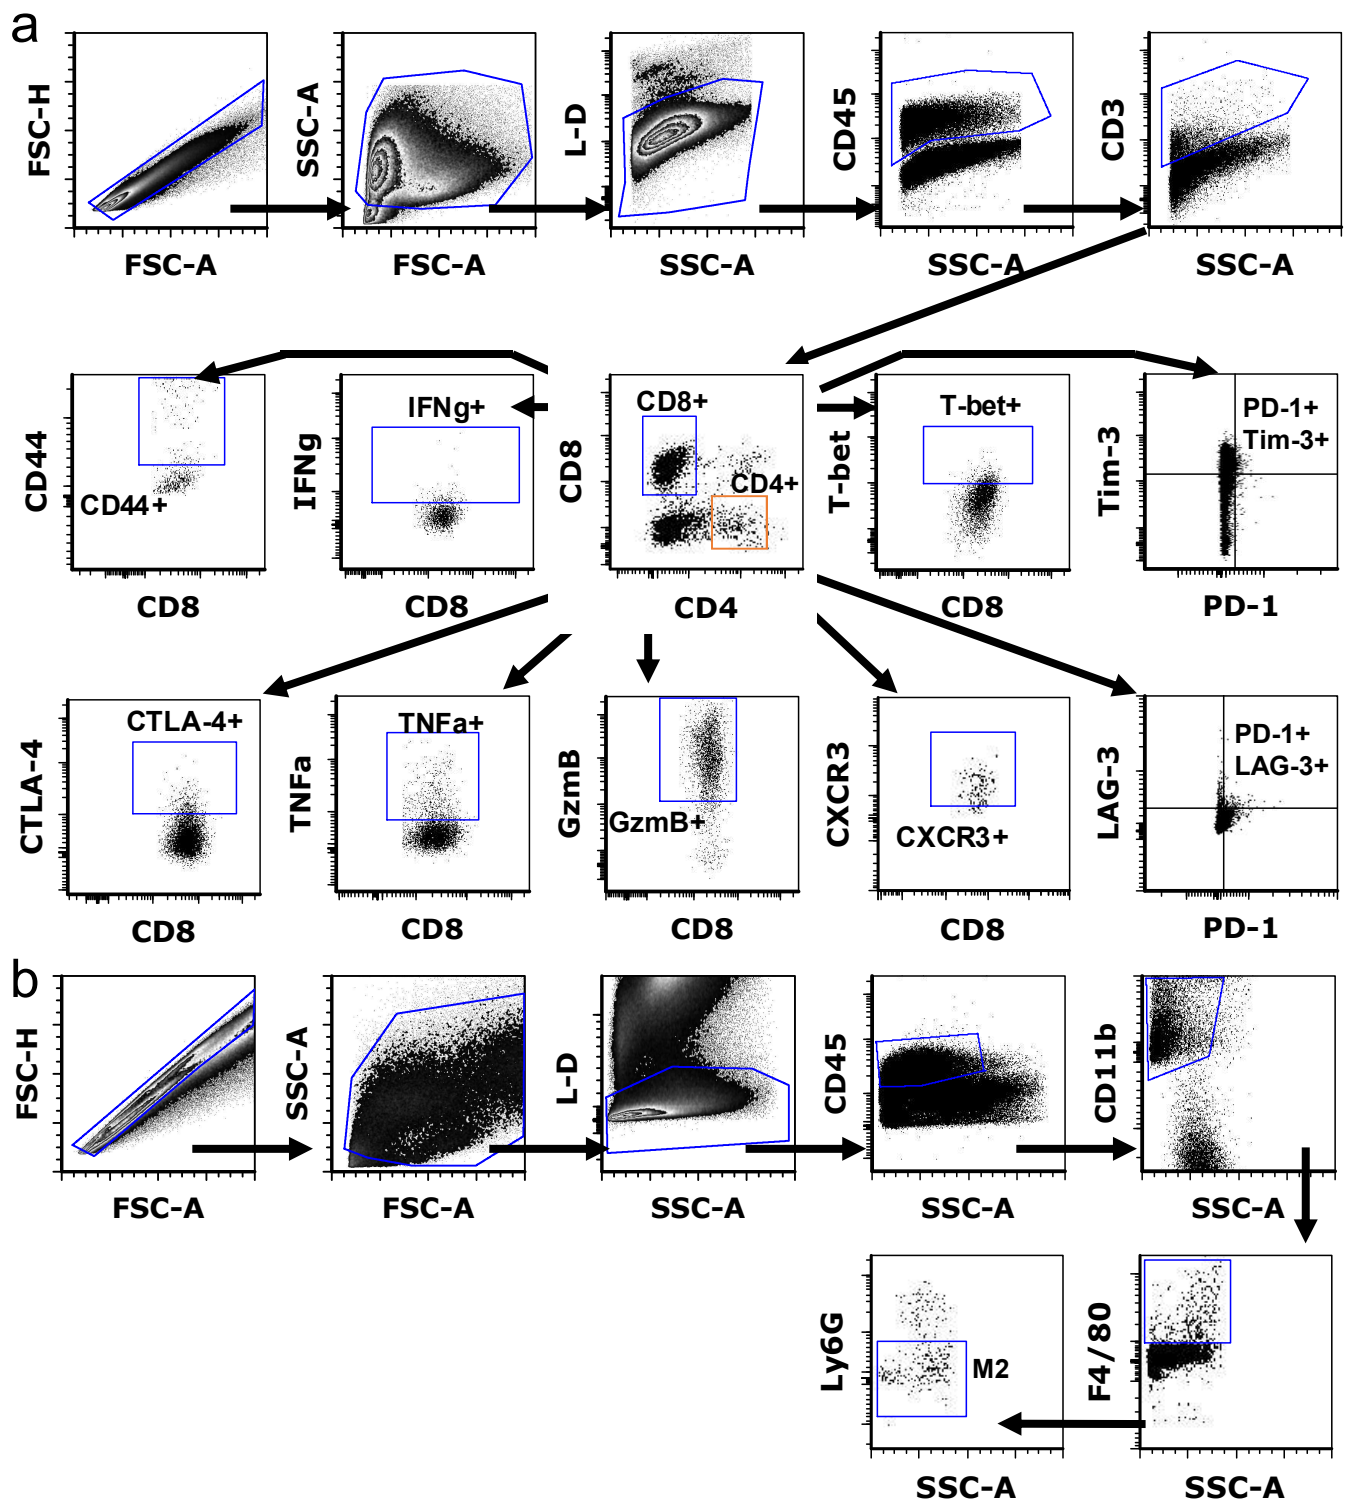

Supplementary Figure 8. Immune profiling of T lymphocytes and M2 macrophages using multiparametric flow cytometry. (a) Bivariate plots representing sequential gating approach used for a functional characterization of CD8⁺ and CD4⁺ T lymphocytes in non-irradiated tumors and lymph nodes from the mice with specific treatment mentioned in the Methods. Leukocytes that were singlets, debris-free, viable, and CD45⁺ were identified. Within the leukocyte population, cytotoxic T cells were defined as CD3⁺CD8⁺/CD4⁻ (Fig. 2a, b, and d; Fig. 3i and j; Fig. 4c; Supplementary Figure 1 and 6), whereas helper T cells were defined as CD3⁺CD4⁺/CD8⁻ (Fig. 2d). The expression profiles of IFNγ⁺, T-bet⁺, GzmB⁺, TNFα⁺, CXCR3⁺ (Fig. 3 a-d, g; Fig. 4 d-f, j; Supplementary Figure 2, 6), CTLA-4⁺, PD-1⁺Tim-3⁺, PD-1⁺LAG-3⁺ (Fig. 4 g-i) and CD44⁺ (Supplementary Figure 1c) were evaluated in CD8⁺ T cells. (b) Identification of M2 macrophages. Myeloid cells that were singlets, debris-free, viable, CD45⁺, and CD11b⁺ were identified. Within myeloid cells, M2 macrophages were defined as F4/80⁺, Ly6G⁻ (Supplementary Figure 3).

Supplementary Table 1 Detailed information on commercial antibodies

Number	Name	Company	Cat.No.	Dilution
1	anti-CD8 α BUV395	BD	563786	1:160
2	anti-CD4 BV786	BD	563331	1:100
3	anti-CD3 BV786	BD	564010	1:160
4	anti-CD3 BV605	BD	564009	1:160
5	anti-CD45 FITC	BD	553080	1:100
6	anti-CD45 BV605	BD	563053	1:100
7	anti-CD11b BUV737	BD	564443	1:100
8	anti-F4/80 Ax647	BD	565853	1:100
9	anti- Ly6G BV711	BD	563979	1:80
10	anti-PD-1 BV605	BD	563059	1:50
11	anti-CTLA-4 PerCP/Cy5.5	Biolegend	106316	1:80
12	anti-Tim3 PE	Biolegend	134004	1:80
13	anti-LAG3 APC	BD	562346	1:50
14	anti-CXCR3 BV650	Biolegend	126531	1:50
15	anti-FoxP3 PE	BD	560408	1:80
16	anti-T-bet Ax647	BD	561264	1:20
17	anti-IFN- γ APC	eBiosciences	17-7311-82	1:160
18	anti-TNF α PerCP/Cy5.5	Biolegend	506322	1:80
19	anti-granzyme B Ax647	Biolegend	515406	1:20
20	BV605 Hamster IgG2, k Isotype Control	BD	563012	1:50
21	PerCP/Cy5.5 Armenian Hamster IgG Isotype Ctrl Antibody	Biolegend	400931	1:80
22	PE Rat IgG1, k Isotype Ctrl Antibody	Biolegend	400407	1:80
23	BV650 Armenian Hamster IgG Isotype Ctrl Antibody	Biolegend	400945	1:50
24	PE Rat IgG1 k Isotype Control	BD	551979	1:80
25	Ax647 mouse IgG1 k Isotype Control	BD	557783	1:20
26	APC Rat IgG1 k Isotype Control	eBioscience	17-4301-81	1:160
27	PerCP/Cy5.5 Rat IgG1 k Isotype Ctrl antibody	Biolegend	400425	1:80
28	Ax647 Mouse IgG1 k Isotype Ctrl antibody	Biolegend	400135	1:20

# Supplementary material for: Adrenergic stress constrains the development of anti-tumor immunity and abscopal responses following local radiation
**Source:** Nat Commun. 2020 Apr 14;11:1821. doi: 10.1038/s41467-020-15676-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name:** Supplementary data 1

**Description:** Differences in gene expression between CD8+ T-cells from tumors in WT mice vs. β2-AR KO mice.

How the deposited data were processed for this re-analysis (not part of the article)

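RNA of CD8+ T cells sorted from CT26.CL25 tumors of WT and β2-AR KO mice was measured with the nCounter Mouse Immunology kit at NanoString Technologies. The 4 samples are 1 each of WT non-irradiated, KO non-irradiated, WT irradiated and KO irradiated tumors, mapped by their labels. The authors deposited log2 values rounded to 2 decimals for 547 genes. From the values, these are log2 counts multiplied by 1 factor per sample, and the differences between samples match the Log2 (fold change) of Supplementary data 1. The paper names GraphPad Prism for presenting the fold changes. The software that scaled the counts, the source of the factor and any background correction are not given in the sources used here. The paper's text gives 561 genes for the kit, and the labels divide these into 547 immunology and 14 reference genes. The reference genes and control probes were not used here.

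The worth of 1 count was found for each sample as the number of which the values below 60 counts are whole multiples, within 0.02 counts or the rounding of the deposited log2 values. Estimated counts were the linear values divided by it. Their totals of 732271 to 1716657 per sample set the precision, and the floor of 20 normalized counts corresponds to 8.0 estimated counts in the WT non-irradiated and 14.4, 16.9 and 15.3 in the KO non-irradiated, WT irradiated and KO irradiated samples. Intervals of a ratio are exact conditional binomial intervals at 95% from the estimated counts and cover neither the spread between mice nor that between sorts.

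Log2 (WT/KO) was computed for each tumor on the values as deposited, with lower values set to the floor of 20 and genes below it in both samples left out. Genes at least 2-fold apart were counted in each direction. No test across samples was run, since each comparison is of 1 sample with 1 sample. Gene lists for T cell receptor signaling and costimulation, JAK-STAT signaling, NF-kB signaling, common gamma chain cytokines and receptors, cytotoxic effector molecules, chemokine receptors and migration, inhibitory receptors and exhaustion, naive and memory T cells, suppressive and innate cytokines, and interferon response were written from textbook knowledge. So were marker lists for CD8 T cells, macrophages and monocytes, dendritic cells and MHC class II, granulocytes, B and plasma cells, CD4 and regulatory T cells, natural killer cells, and tumor, stroma and endothelium. All were written after Supplementary data 1 had been read and before the data were examined. Each median was set among 10000 random lists matched on deciles of mean expression, as a description of these samples. Lists without the genes of Supplementary data 1 were set among random lists drawn from all genes compared. That table rests on these same values, so such medians can be shifted by construction. The genes named are those the paper names, the 8 with the largest difference in each direction per tumor among genes at or above the floor in both samples, and up to 4 members per list with the largest difference. Lag3, Havcr2 and Adrb2 are not among the 547 genes. Of the 547 symbols, 531 are current symbols in the RefSeq annotation of GRCm38.p6, and the rest are printed as deposited.

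Alternatives set before the data were examined were scaling to the panel median, scaling to the panel total, a floor of 50, no floor with log2(value + 1), a threshold of 1.5-fold, the mean of a list, lists without the genes of Supplementary data 1, and for the correlation genes at or above 100 or without myeloid markers. Scaling to CD8 T cell markers, scaling by the median ratio of the genes to their mean over the 4 samples, a floor of 20 estimated counts and counts without myeloid markers were chosen after seeing the data. The myeloid markers are those of macrophages and monocytes, dendritic cells and MHC class II, and granulocytes. Other genes of myeloid cells, such as Ccl12, are not in this set.

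The steps were tested on simulated data for 547 genes. The simulated worth of 1 count was recovered within 0.01 in 4 of 4 samples, and 95.7% of the intervals held the simulated ratio. Of 100 simulated lists per size of 20 genes, 7 lay outside the 2.5th to 97.5th percentile without a shift, 38 with a shift of 0.3 and 94 with a shift of 0.6 on the log2 scale. The simulated genes varied independently, while genes of a real list can vary together, so these rates need not hold for the lists here. In the data 8 of 18 lists lay outside that range in the non-irradiated and 6 of 18 in the irradiated tumor. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.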

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

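Of the tests below, those on the macrophage and MHC class II lists without the genes of Supplementary data 1 and the one by reference genes were set before the data were examined. The others were chosen only after the result was seen, including the median of all genes that stands in for the reference genes. All values are from 1 sample per condition.

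In the non-irradiated tumor, 92 genes at least 2-fold apart are outside those the paper lists, most of them higher in WT, and the macrophage and monocyte markers outside Supplementary data 1 had a median Log2 (WT/KO) of 2.33 over 35 genes. Scaling does not account for the macrophage and monocyte median, which was 1.76 for the whole list after scaling to the panel median, although the excess of genes higher in WT over genes higher in KO does depend on it. Whether the share of CD8 T cells was lower, with every other cell type raised alike, is not decided by the test run for it. The macrophage median exceeded that of the tumor and stroma markers by 2.36 (95% bootstrap interval over members 1.32 to 2.79). However, the CD45+ gate of Supplementary Figure 8 would leave out tumor and stromal cells, so their markers need not rise with those of other cells. More macrophages or monocytes in the sorted WT sample remain a candidate explanation by the median of 2.33, and more dendritic or other MHC class II cells by the median of 0.91 over 21 genes outside Supplementary data 1 (99.61st percentile), less firmly since the median of that whole list was 0.27 after scaling to the panel median. The gate that Supplementary Figure 8 gives for the CD8 T cells was CD45+ and then CD3+CD8+ without CD4. It would leave out myeloid cells unless they were bound to T cells or the sort was impure. The purity of the sort is not given in the sources used here, so the gate does not decide between these explanations. The most abundant of the macrophage and monocyte markers in the WT sample were C1qa at 7486.1 and Fcgr2b and Il1b at 7332.0 normalized counts. Of the 40 markers 4 are also in other lists and 5 are in Supplementary data 1. The median was 2.40 without 6 that CD8 T cells can also express. An effect of genotype on these transcripts in the T cells or on the infiltrate remains open and was not tested with these values. On the infiltrate, the paper reports fewer M2 macrophages by flow cytometry in non-irradiated tumors of mice given propranolol and radiation.

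Of the irradiated tumor, 45 genes at least 2-fold apart are outside those the paper lists, and the macrophage and monocyte markers outside Supplementary data 1 had a median of 0.58. Of 19 NF-kB signaling genes 15 were higher in KO there and 4 in WT. For this list scaling cannot be told apart from a difference between the samples. Its median lay at -0.37 relative to that of all genes compared (95% bootstrap interval over members -0.58 to -0.08), a test that replaced the percentile of 2.41 after that had been seen to lie close to its bound. Part of the list was known from Supplementary data 1, and the 13 other members lay at -0.18 (-0.37 to 0.12), a comparison added later still. More tumor or stromal cells in the KO sample cannot be told apart from a change in the T cells. Tumor, stroma and endothelium markers, which the paper does not discuss apart from Sele, had a median of -0.55, or -0.26 with the panel total. Their summed excess over genes higher in KO was 41.5% of that of the NF-kB list, or 34.6% over all members. This excess came mostly from Csf1 and Il1rl1, which T cells also express. By ratio, Fn1 at -1.56 and Cxcl12 at -1.47, also in this list, were among the 8 genes highest in KO in this tumor. Of the 17 markers 13 were higher in KO and 4 higher in WT, with Tgfbi at 1.66 among the latter. The CD45+ gate of Supplementary Figure 8 would leave out tumor and stromal cells unless they were bound to T cells or the sort was impure. An effect of genotype stays open too.

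For all listed genes of the irradiated tumor together, most of which the paper gives as higher in KO, scaling cannot be told apart from a difference between the samples. The values used here do not include the 14 reference genes, and the median of all genes was -0.11.

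Among the genes the paper names, 4 had opposite directions in the 2 tumors with both counting intervals away from 0, a difference between the tumors that was not tested. Cxcl9 was at 2.49 in the non-irradiated and -0.46 in the irradiated tumor, a difference of 2.95. Cd86 was at 0.91 and -0.77, a difference of 1.68. The macrophage and monocyte medians were 2.36 in the non-irradiated and 0.68 in the irradiated tumor, so the cells that carried these 2 transcripts cannot be told. Cd3d was at 0.22 and -0.26, a difference of 0.48, and Ifng at 0.14 and -0.07, a difference of 0.21, with signs that turn under other scalings.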

How the results depend on the processing

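Scaling to CD8 T cell markers, scaling by the median gene ratio, a floor of 20 estimated counts and counts without myeloid markers were chosen after seeing the data. The planned scaling by the 14 reference genes was not run, since the values used here do not include them. Each comparison is of 1 sample with 1 sample and comes from no test, so no sample could be left out and no paired analysis was run. An additive fit of genotype and tumor over the 4 samples would leave 1 residual degree of freedom and was left out, since it averages over the tumors compared here and takes their difference as error. The cause of the shifts below was not tested, apart from the wider threshold and the smaller gene sets, which move counts by construction. Relative to the deposited scale, Log2 (WT/KO) moved by -0.63 in the non-irradiated and -0.03 in the irradiated tumor under the panel median, by -0.12 and 0.29 under the panel total, by 0.15 and 0.22 under CD8 T cell markers, and by -0.11 and 0.17 under the median gene ratio. Genes at least 2-fold higher in KO in the non-irradiated tumor numbered 9, but 79 with the panel median and 4 with CD8 T cell markers. Those lower in KO numbered 97, but 60 with the panel median and 54 without myeloid markers. For irradiated tumors 35 were higher in KO, but 13 with the panel total, 18 with CD8 T cell markers and 19 with the median gene ratio. Those lower in KO numbered 26, but 47, 42 and, without myeloid markers, 12. At 1.5-fold these counts were 31, 154, 106 and 61. Between the irradiated and non-irradiated tumor of WT, 11 genes were higher and 101 lower in the irradiated, but 53 and 53 with the panel median, 4 and 158 with CD8 T cell markers, and 59 were lower without myeloid markers. In KO 31 were higher and 15 lower, but 18 and 24 with the panel median, 8 and 35 with the panel total, 8 and 36 with CD8 T cell markers, and 14 and 26 with the median gene ratio. At 1.5-fold these counts were 50 and 177 in WT and 105 and 35 in KO. The floors moved none of these counts by over 1.5 times. In the non-irradiated tumor the medians under the panel median were -0.78 for T cell receptor signaling, -0.87 for JAK-STAT, -0.86 for NF-kB and 1.76 for macrophage markers. The T cell receptor median there was -0.27 with the panel total, 0.00 with CD8 T cell markers, -0.26 with the median gene ratio and -0.03 without Supplementary data 1, and the NF-kB median -0.08 with CD8 T cell markers. In the irradiated tumor the T cell receptor median was 0.00 with the panel total, -0.06 with CD8 T cell markers and -0.11 with the median gene ratio, the JAK-STAT median -0.09 and the macrophage median 0.97 with the panel total. The T cell receptor medians under CD8 T cell markers lie near 0 partly by construction, since most of these markers are in that list. The correlation across genes of 0.61 was 0.68 at or above 100 counts and 0.50 without myeloid markers. Results without myeloid markers still hold other genes of myeloid cells, such as Ccl12. Lists outside the central 95% of random lists that turned direction were, in the non-irradiated tumor, the common gamma chain list at 0.07 without Supplementary data 1 and the CD4 and regulatory T cell list at 0.04 with CD8 T cell markers, 0.09 as a mean and 0.30 without Supplementary data 1. In the irradiated tumor the interferon response list turned to 0.27, 0.20 and 0.15 with the panel total, CD8 T cell markers and median gene ratio, and to 0.01 without Supplementary data 1. Lists inside that range also turned, among them the cytotoxic, inhibitory and CD8 T cell lists of both tumors. Single genes were followed under the scalings only where they are among the named genes, so others may have turned direction as well. Named genes with a counting interval away from 0 that turned were, with the panel median in the non-irradiated tumor, Cd3d at -0.41, Ifng at -0.49 and Irf7 at -0.07. Ctla4 came to 0.00 with CD8 T cell markers. Of the named genes in the irradiated tumor, Cd3d was at 0.03, Csf2 at 0.05, Ifng at 0.22, Klrc2 at 0.04, Tnf at 0.06 and Zap70 at 0.18 with the panel total. Ifng was at 0.15 and Zap70 at 0.11 with CD8 T cell markers, and Ifng at 0.10 and Zap70 at 0.06 with the median gene ratio. Genes whose interval includes 0, such as Il6, Gzmb, Pdcd1, Tnf and Tbx21 in the non-irradiated tumor, turned too. The WT non-irradiated sample, with 732271 estimated counts, limits the precision of low genes such as Il2 and Il6.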

Differences from the paper's values

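No value of Supplementary data 1 differed from the value computed here by more than its counting interval on the values as deposited. For the non-irradiated tumor 74 of its 75 genes and for the irradiated tumor 66 of its 67 genes were within 0.015, and the largest difference was 0.016 and 0.026. Under the alternatives set before the data were examined, a floor of 50 or no floor left nearly all of these within the interval, and scaling to the panel median or the panel total moved many outside it.

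The paper's text names Il2 among the genes higher in KO in irradiated tumors. Here Il2 was below the floor in both samples, at an estimated 13 and 14 counts, and without the floor its Log2 (WT/KO) was -0.04 (95% interval -1.23 to 1.17). It is not among the genes that Supplementary data 1 lists for that tumor. For the non-irradiated tumor the text names Il2 as significantly higher in KO, and its Log2 (WT/KO) of -0.20 here had a 95% interval that includes 0, while Cd28 and Zap70 were higher in KO with intervals below 0.

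The text places Il6 and Il10 among the genes with the greatest decrease in KO of non-irradiated tumors. Among 544 genes Il10 ranked 68 and Il6 ranked 218 by Log2 (WT/KO), and the interval of Il6 includes 0. The highest rank belonged to Msr1 at 3.23.

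The text calls Supplementary data 1 a complete list of differentially expressed genes. Its statistics section sets a general P value cutoff for significance, but no test or fold threshold is named for this list in the parts used here. Of its genes, 16 of the non-irradiated and 8 of the irradiated tumor had a counting interval that includes 0, while 92 and 45 genes at least 2-fold apart are not in it. Significance was not tested here, with 1 sample per condition.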

Other observations

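Most interferon response genes were higher in CD8+ T cells of the irradiated than of the non-irradiated tumor in both genotypes, a comparison the paper does not report. In KO 17 of 19 genes were higher in the irradiated tumor, with a median log2 difference of 0.79 (99.99th percentile of random lists), and in WT 13 of 19, with 0.48 (99.94th percentile). Under the other scalings the median was 0.35 to 0.64 in KO and 0.11 to 0.93 in WT. Irf7, a regulator of type I interferon, was 3.89-fold higher in KO and 2.93-fold in WT, the antiviral gene Mx1 3.32-fold and 3.23-fold, and Ifit2 2.93-fold and 2.64-fold. Against this, Cxcl9, also in the list, was 6.15-fold lower in the irradiated tumor of WT and 1.26-fold higher in that of KO. Pml was 3.29-fold higher in WT. Ifng differed less, at log2 0.32 in KO and 0.11 in WT, and turned direction under some scalings. Gzma was lower in the irradiated tumor of both genotypes, at -1.46 in KO and -2.70 in WT, as was Csf2 at -1.43 and -1.14.

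Macrophage and monocyte markers differed between the tumors of WT but little between those of KO. The median of the list was -1.48 in WT, with 2 of 40 genes higher in the irradiated tumor, and 0.13 in KO, which turned to -0.02, -0.29, -0.32 and -0.11 under the 4 other scalings. The other lists with a median outside the central 95% of random lists were, in WT, T cell receptor signaling at 0.31, which turns below 0 with CD8 T cell markers as these shift the comparison by -0.37, suppressive cytokines at -0.97 and dendritic cell and MHC class II markers at -1.08, and in KO the last of these at -0.26.

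The paper reports more IFNγ+, GzmB+, TNFα+ and T-bet+ CD8+ T cells by flow cytometry in non-irradiated tumors with less adrenergic signaling. Those are measures of protein-positive cells, and the cells stained inside were first stimulated with PMA and ionomycin. The transcripts are mRNA levels of other, sorted cells, for which no stimulation is described, so the measures need not move alike. In the transcripts of the non-irradiated tumor, Log2 (WT/KO) was 0.14 for Ifng, 0.02 for Gzmb (95% interval -0.01 to 0.05), 0.03 for Tnf (-0.10 to 0.16) and -0.09 for Tbx21 (-0.25 to 0.06) on the deposited scale. After scaling to the panel median they were -0.49, -0.61, -0.60 and -0.72, higher in KO, so the direction of these transcripts is not settled. That scaling moved the comparison furthest, by -0.63. The panel total, CD8 T cell markers and the median gene ratio moved it by -0.12, 0.15 and -0.11, and the highest values under any scaling were 0.29, 0.17, 0.18 and 0.06. The checkpoint receptor genes were at 0.02 for Pdcd1 and -0.15 for Ctla4, and ranged over the other scalings from -0.61 to 0.17 and from -0.78 to 0.00.

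A test chosen after seeing the values asked whether the cytokine genes listed as higher in WT in the non-irradiated tumor stand apart from other low genes. The median of the whole cytokine list lay at the 65.67th percentile of random lists of the same expression. The list holds the 10 interferon, interleukin and TGF-β ligand genes that Supplementary data 1 gives as higher in WT, whose median was 1.09, and the 11 others had a median of 0.03 (9.70th percentile). Set against 154 other genes with a mean under 100 estimated counts, 6 of the 10 lay at the 87.7th percentile or above, up to Tgfb3 at the 95.5th, and Ifna2 lay lowest at the 37.7th. Because the 10 are known from that table, the level of low genes cannot be told apart from an effect of genotype on these cytokines, which remains open. Macrophage and monocyte markers were higher in WT in the same samples, at a median of 2.36. The cells that carried these cytokine transcripts cannot be told either.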
